# Perturbed rhythmic activation of signaling pathways in mice deficient for Sterol Carrier Protein 2-dependent diurnal lipid transport and metabolism

**DOI:** 10.1038/srep24631

**Published:** 2016-04-21

**Authors:** Céline Jouffe, Cédric Gobet, Eva Martin, Sylviane Métairon, Delphine Morin-Rivron, Mojgan Masoodi, Frédéric Gachon

## Abstract

Through evolution, most of the living species have acquired a time keeping system to anticipate daily changes caused by the rotation of the Earth. In all of the systems this pacemaker is based on a molecular transcriptional/translational negative feedback loop able to generate rhythmic gene expression with a period close to 24 hours. Recent evidences suggest that post-transcriptional regulations activated mostly by systemic cues play a fundamental role in the process, fine tuning the time keeping system and linking it to animal physiology. Among these signals, we consider the role of lipid transport and metabolism regulated by SCP2. Mice harboring a deletion of the *Scp2 *locus present a modulated diurnal accumulation of lipids in the liver and a perturbed activation of several signaling pathways including PPARα, SREBP, LRH-1, TORC1 and its upstream regulators. This defect in signaling pathways activation feedbacks upon the clock by lengthening the circadian period of animals through post-translational regulation of core clock regulators, showing that rhythmic lipid transport is a major player in the establishment of rhythmic mRNA and protein expression landscape.

As a result of living in an environment subjected to light-dark cycles caused by Earth’s rotation, organisms from bacteria to mammals have acquired a timing system allowing anticipation of these diurnal variations. In mammals, this timer is called the circadian clock (*circadian* meaning about a day) and influences most aspects of physiology and behavior^1^. As a consequence, perturbations or misalignments of the circadian clock in humans, for example in the case of shift-workers, lead to diverse pathologies including metabolic disorders and obesity^2^. If the oscillatory timing system is cell-autonomous, timing at the organism scale is based on a hierarchical organization. Indeed, a “master clock” within the Suprachiasmatic Nucleus (SCN) of the hypothalamus, which is resynchronized daily through light input, communicates timing signals to “slave” oscillators in other peripheral tissues which are more sensitive to systemic signals like metabolic cues coming from food^3^.

In mammals, the molecular oscillator consists of interconnected transcriptional and translational feedback loops. Briefly, the transcriptional activator consists in the transcription factor protein Brain and Muscle Aryl hydrocarbon receptor nuclear translocator-Like 1 (BMAL1) which can form heterodimers with the proteins Circadian Locomotor Output Cycles Kaput (CLOCK) or Neuronal PAS domain-containing protein 2 (NPAS2). This heterodimer activates, *via* E-box elements, the transcription of the negative feedback loop components, namely PERIOD (PER1-2) and CRYPTOCHROME (CRY1-2). PERs and CRYs dimerize and the resulting complex represses the transcriptional activity of the BMAL1 complex. The BMAL1 complex also activates the expression of an additional loop involving REV-ERBs and Retinoic acid receptor-related Orphan Receptors (RORs) proteins. REV-ERBs and RORs compete for the access of ROR elements located within the *Bmal1* gene promoter. They repress and activate *Bmal1* expression, respectively, thereby reinforcing the stability and the precision of the circadian oscillator (for a review see^4^). It is now evident that additional layers of control including temporal post-transcriptional and post-translational regulations play a critical role in the establishment of a stable clock. This additional layer of regulation is largely regulated by systemic signals coming from circadian clock and/or feeding coordinated rhythmic metabolism, allowing in this way the adjustment of the molecular clockwork with the metabolic state of the cell^5^. At least in part, this effect is mediated through the rhythmic activation of signaling pathways that modulates the activity of core clock regulators. In parallel these rhythmically activated signaling pathways can also feed back on metabolism. We have for example recently shown that circadian-clock orchestrated liver metabolism regulates rhythmic activation of the Unfolded Protein Response (UPR)^6^ and ribosome biogenesis through rhythmic activation of mRNA translation via the Target of Rapamycin Complex 1 (TORC1) pathway and its upstream regulators PhosphatidylInositol-4,5-bisphosphate 3-Kinase (PI3K), Extracellular-signal-Regulated Kinases (ERK), and 5′ Adenosine Monophosphate-activated Protein Kinase (AMPK)^7^.

To gain more insight into the metabolic pathways involved in this process, we speculate about the potential role of rhythmic lipid transport. Indeed, recent evidences showed that lipid metabolism and transport are key modulators of the activation of numerous signaling pathways including the UPR^8^, TORC1^9^, or ERK^10^. This modulation of activation often involves lipid-dependent organization of membrane proteins in lipid rafts^11^ which produces changes in their structure and potential activation^12^. In parallel, several signaling pathways such as PI3K^13^, Peroxisome Proliferator-Activated Receptor α (PPARα)^14^, Liver Receptor Homolog-1 (LRH-1)^15^, Liver X Receptor (LXR)^16^, and Sterol Regulatory Element-Binding Protein (SREBP)^17^ are directly regulated by lipid metabolism. Interestingly, PPARα and SREBP exhibit a rhythmic activation caused by interconnection between circadian clock and rhythmic lipid metabolism^18^,^19^.

The aim of our study was to investigate the potential influence of rhythmic liver lipid transport on the activation of these pathways. Sterol Carrier Protein 2 (SCP2) is an intracellular lipid transporter that presents a diurnal expression at the protein level in mouse liver^20^. This rhythmic expression is regulated at the post-transcriptional level as *Scp2* mRNA does not present rhythmic expression^21^. SCP2 is involved in the transfer of several lipid species from the endoplasmic reticulum (ER) where they are synthesized to the plasma membrane^22^, affecting in this way the formation of lipid rafts and cell signaling (for a review see^23^). The *Scp2* locus also encodes for the *Scpx* mRNA through alternative transcription start site usage, the later encoded for protein presenting peroxisomal 3-ketoacyl-CoA thiolase activity involved in the oxidation of branched-chain lipids^24^. As a consequence, lipid metabolism^25^ and expression of proteins at the plasma membrane in lipid raft domains are perturbed in *Scp2* deficient animals^26^. Although the differential role of the two proteins encoded by the *Scp2* locus in the process is not clearly established yet, *in vitro* experiments showed that the lipid transport activity of SCP2 is required^27^.

We speculate that SCP2 could affect diurnal liver lipid metabolism and transport, resulting in rhythmic activation of signaling pathways through modification of the distribution of proteins in lipid rafts at the plasma membrane. We show that rhythmic lipid content is disturbed in the liver of *Scp2* KO mice, which also present a perturbed rhythmic activation of several signaling pathways including PPARα, SREBP, LRH-1, and TORC1. Interestingly, it appeared that these perturbed activated pathways feed back upon the molecular clock itself and delay rhythmic genes expression in a time-specific manner, as well as the circadian period of *Scp2* KO animals. Increasing evidences showed that lipid metabolism and accumulation in mouse liver follow a diurnal rhythm controlled by feeding and the circadian clock^28^, and we report here that these rhythmic lipid metabolism and transport in turn affect activation of signaling pathways and participate to the global rhythmic transcriptome of the mouse liver.

## Results

### SCP2 diurnal expression is regulated at the post-translational level

Diurnal expression of SCP2 was originally described in rat liver in 1984^20^ and was recently confirmed by proteomic analysis in mouse liver^29^. Post-translational regulation has been suggested as neither *Scp2* mRNA nor its translation appeared rhythmic^21^. We confirmed the rhythmic expression of SCP2 in mouse liver with a maximum of expression around Zeitgeber Time (ZT) 9; with ZT0, lights on and ZT12, lights off (Fig. 1A and Table S1). As previously described, this rhythmic accumulation is not due to the rhythmic accumulation of *Scp2* mRNA (Fig. 1B) or its translation evaluated by the presence of the mRNA in the polysomes (Fig. 1C). Non-characterized post-translational modifications of SCP2, and more particularly degradation, are probably involved in the rhythmic expression of SCP2, as suggested by the numerous ubiquitylation sites characterized on this protein in mouse liver^30^. Moreover, SCP2 rhythmic expression presents a very similar profile to that of liver Triacylglyceride (TAG)^28^, suggesting a potential stabilization of SCP2 by TAG. This observation is consolidated by the fact that *Ob*/*Ob* mice, which present high liver TAG accumulation^31^, also present strongly increased SCP2 liver accumulation despite a decreased expression at the mRNA level (Fig. 1D,E).

### SCP2 influences circadian physiology and diurnal lipid metabolism

Because SCP2 plays an important role in liver lipid metabolism and transport^25^, we investigated general diurnal metabolic parameters in *Scp2* locus deficient mice. As shown in Fig. 2A, these mice present similar body weight and fat percent compared to controls. In addition, their feeding behavior under light-dark condition and *ad libitum* food access is similar to the one of WT controls (Fig. 2B). However, to avoid potential effect of feeding, mice were fed only during the night throughout the four days before experiment. In this condition, diurnal serum glucose concentration is identical between WT and KO animals, whereas diurnal insulin concentration presents only a mild delay (Fig. 2C and Table S1). However, diurnal serum TAG and cholesterol concentrations are significantly decreased and TAG concentrations present a lower amplitude in KO compared to WT. It strongly suggests that diurnal lipid metabolism is perturbed in *Scp2* KO mice. To gain insight into this perturbed lipid metabolism in the liver, we analyzed the diurnal concentration of lipid species in WT and KO mice. Lipidomic analysis revealed that several lipid species present different levels between WT and KO mice. However, no clear tendencies can be observed except for Cholesterol (ST), and Sterols Esters (SE) that presented, as previously reported^25^,^32^, decreased levels in KO liver, as in serum (Table S2, Fig. S1A). More specifically, diurnal liver Cholesterol levels are low throughout the time and present a decreased amplitude, mainly during the day (Fig. S1B, Table S1).

Several lipid species identified and quantified in both mice present a rhythmic pattern, in agreement with the previously published data (Fig. 2D). However, our statistical analysis reveals a higher proportion of rhythmic species (55% of lipid species are rhythmic in at least one condition, 42% in WT and 30% in KO, compared to the 17% described in^28^), potentially because of the higher sampling frequency (Table S2). Our data suggest that TAG and Diacylglyceride (DAG) generally reach their maximum accumulation during the day while Ceramide (Cer) and Phospholipids (PL) such as Phosphatidylcholine (PC), Phosphatidylethanolamin (PE), and Phosphatidylinositol (PI) reach their maximum during the night (Fig. 2D). Among these families of lipids, most of TAG (95%), around 40% of DAG, Cer, PC, PE, and PI, and no ST or Phosphatidylglycerol (PG) are rhythmic in WT mouse liver (Fig. 2E, upper panel). As mentioned, less species are rhythmic in *Scp2* KO: while 17% of lipids are rhythmic in both WT and KO mice, 25 and 13% are rhythmic only in WT and KO, respectively (Fig. 2E; lower panel). Rhythmic lipid species in both WT and KO liver present a statistically significant 20% decrease in their amplitude (p ≤ 0.05) (Fig. S1C). While most of lipid families contain few species that are rhythmic only in WT or KO, TAG is the only one that did not present species specifically rhythmic only in KO. As a consequence, while 95% of the TAG are rhythmic in WT mice liver, only 40% are rhythmic in KO. These TAG thus present a rhythmic accumulation with a maximum in the beginning of the day, just before SCP2 maximum of accumulation (Fig. S1D). Altogether, these results confirm that SCP2 plays a pivotal role in the rhythmic metabolism and transport of lipids in mouse liver and, as a consequence, this phenomenon is perturbed in *Scp2* KO animals.

### Mouse liver rhythmic transcriptome is dependent on the SCP2 regulated rhythmic lipid transport

As discussed in the introduction, many transcription factors and signaling pathways are regulated by lipids and we thus expected that several of them presented a perturbed activity in KO mice. In order to better characterize the impact of the disturbed rhythmic lipid accumulation and metabolism in *Scp2* KO mice liver, rhythmic gene expression was studied by microarray analysis of mRNA harvested every two hours during three consecutive days. 

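Liver RNA of *Scp2* KO mice, backcrossed into C57Bl/6, and of their C57Bl/6J controls (WT) was labelled with biotin and hybridized to Illumina BeadChip arrays, on which the brightness of each probe follows the amount of its mRNA. The 72 arrays hold 36 per genotype, with 3 arrays at each of 12 time points from ZT0 to ZT22, 2 h apart, and the legend of Fig. 4 gives 3 independent animals. The labels name the hours, and the paper's figures give them as ZT. Whether a replicate number marks a day of harvest is not given. Of the 4 probes of *Scp2*, 3 follow the genotype. Of these, 2 fell from 12.23 and 12.92 in WT to 5.89 and 6.00 in KO, and the probe with the highest mean over all arrays (ILMN_1221684) fell from 11.75 ± 0.23 in WT to 10.29 ± 0.32 in KO (SD, n = 36 each). The fourth is near the lowest values of the array in both genotypes and checks nothing. The authors deposited the average signal per probe without normalization or subtraction of background, and a table normalized between arrays whose steps are not given in the sources used here beyond the name of the Partek software. The signals without normalization were used here. Their median per array lay from 96.1 to 114 in WT (median 102) and from 95.5 to 114 in KO (median 103), and no detection p-values come with them. They were corrected with the normexp method (offset 50), quantile normalized and given as log2 values. Of 25697 probes, 23978 have 1 gene name and 1719 have none here. For the 4777 genes with several probes the one with the highest mean was taken, which left 16593 genes, with no filter on dim ones. Levels in the genotypes were compared with limma, and a rhythm was tested by regression of the 36 values per genotype on a cosine and a sine with a period of 24 h (F-test), both with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Amplitudes are distances from the fitted mean to the fitted maximum on the log2 scale, and the acrophase is the time of that maximum. Gene lists and the rule for the genes to name were written before the deposited values were examined. By then Table S1, the first part of Table S3 (WT values and part of the KO values) and the figures had been seen. An array of a WT mouse at ZT12 differed most from the others (median rank correlation 0.931 with the other arrays, next lowest 0.951), and the results were also computed without it. The number of arrays limits the precision of the values at single time points.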

Among the genes differentially expressed in WT and KO mice liver, a first analysis of gene expression without consideration of time suggested that several signaling pathways regulated by lipids present an altered activation in KO animals (Table S3). For example, average expression of genes known to be affected by changes of PPARα activity is increased in KO mice. This nuclear receptor directly binds to lipid molecules and activates its target genes involved in different physiological pathways including lipid metabolism^14^. 

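In the liver of KO mice 984 genes were higher and 1059 were lower than in WT at an adjusted p under 0.05, of which 468 were higher and 422 lower in KO at each of the 12 time points. Among the largest rises was *Cyp4a12b*, a cytochrome P450 that hydroxylates fatty acids, which rose by 1.61 on the log2 scale (SE 0.085, adjusted p = 7.54e-27). It lies 43 measured genes from *Scp2* on chromosome 4. *Moxd1*, related to the copper-dependent monooxygenases, rose from 5.92 ± 0.21 in WT to 7.94 ± 1.04 in KO (SD, n = 36 each). Among the largest falls were *Hamp2*, which encodes a hepcidin and fell from 10.74 ± 0.80 in WT to 8.20 ± 0.93 in KO, and *Noct*, the deadenylase-like phosphatase nocturnin, which fell from 7.75 ± 1.07 in WT to 6.49 ± 0.45 in KO. Only 1 of the 2 probes of *Noct* shows this, and the other gives a log2 difference of -0.0021 (adjusted p = 0.998). The phenobarbital-inducible *Cyp2b10* fell by 0.89 (SE 0.13, adjusted p = 2.26e-07). Of 17 measured markers of liver endothelial cells 9 were lower and none was higher (11 lower when adjusted over the list alone, camera, adjusted p = 2.92e-07, adjusted p = 0.00313 with an estimated correlation), with *Oit3* at -0.22 and *Clec4g* at -0.19. Of 9 markers of periportal hepatocytes 6 were lower and none was higher (the same counts when adjusted over the list alone, camera, adjusted p = 3.01e-05, adjusted p = 0.0108 with an estimated correlation), among them *Hal*, the first enzyme of histidine breakdown, at -0.47 and *Cdh1* at -0.33. Of 12 markers of pericentral hepatocytes 3 were higher and 1 was lower (7 and 2 when adjusted over the list alone, camera, adjusted p = 0.0391, adjusted p = 0.125 with an estimated correlation). That call is lost without the ZT12 array of WT that stood apart (adjusted p = 0.0581), with median scaling (adjusted p = 0.0732), with a filter on dim probes (adjusted p = 0.0552) and without KO set 4 or WT set 6, with an adjusted p from 0.0268 to 0.112 over the alternatives. *Oat* rose by 0.52 and *Cyp1a2* fell by 0.38. Of 30 measured genes of the interferon response 10 were lower and none was higher, also when adjusted over the list alone (camera, adjusted p = 9.56e-06, adjusted p = 0.0680 with an estimated correlation), with *Ly6e* at -0.88 and *Usp18* at -0.50. At single time points, with 3 arrays per genotype, 93 to 164 genes passed the limma test except at ZT12, where 298 did. Without the WT array of ZT12 that stood apart, the count at ZT12 was 113, from fewer WT arrays than at the other time points.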

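Genes of fatty acid oxidation rose together in the KO liver. Of 46 measured PPARα targets, 28 were higher in KO and 1 was lower (30 and 1 when adjusted over the list alone), and their median log2 difference was 0.35 (camera, adjusted p = 1.29e-38, adjusted p = 2.46e-10 with an estimated correlation). *Ehhadh*, the bifunctional enzyme of peroxisomal β-oxidation (ILMN_2706120), rose from 7.59 ± 0.23 in WT to 8.72 ± 0.32 in KO (SD, n = 36 each, log2 difference 1.13, SE 0.065, adjusted p = 7.23e-25 from limma). *Acot1*, an acyl-CoA thioesterase, rose by 1.02 (SE 0.14), and *Pex11a*, a factor of peroxisome division, by 0.99 (SE 0.085). The peroxisomal transporter *Abcd2* fell by 0.10, a gene chosen here after its value was seen as the only member that passed the test as lower. The list's median was above 0 at all 12 time points, between 0.22 at ZT8 and 0.47 at ZT0. Of 18 genes of mitochondrial β-oxidation and ketogenesis, several of them also PPARα targets, 12 were higher and none was lower, also when adjusted over the list alone (camera, adjusted p = 5.02e-23, adjusted p = 5.96e-09 with an estimated correlation). *Decr1* rose by 0.54 and *Acadm* by 0.46. Of 47 genes of peroxisomal proteins 18 were higher and 5 lower (21 and 5 when adjusted over the list alone, median 0.072, camera, adjusted p = 4.70e-11, adjusted p = 4.35e-05 with an estimated correlation). The thiolase *Acaa1b* rose by 0.88. Of 10 genes for the oxidation of branched-chain lipids 3 were higher and none was lower, also when adjusted over the list alone (camera, adjusted p = 1.03e-07, adjusted p = 2.04e-05 with an estimated correlation), among them *Aldh3a2* at 0.98. In the gene table of the GRCm38.p6 assembly 6 of the PPARα targets lie on chromosome 4, as *Scp2* does. Of the other 40, 23 were higher and 1 was lower, with a median of 0.28.

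**Figure D1:**
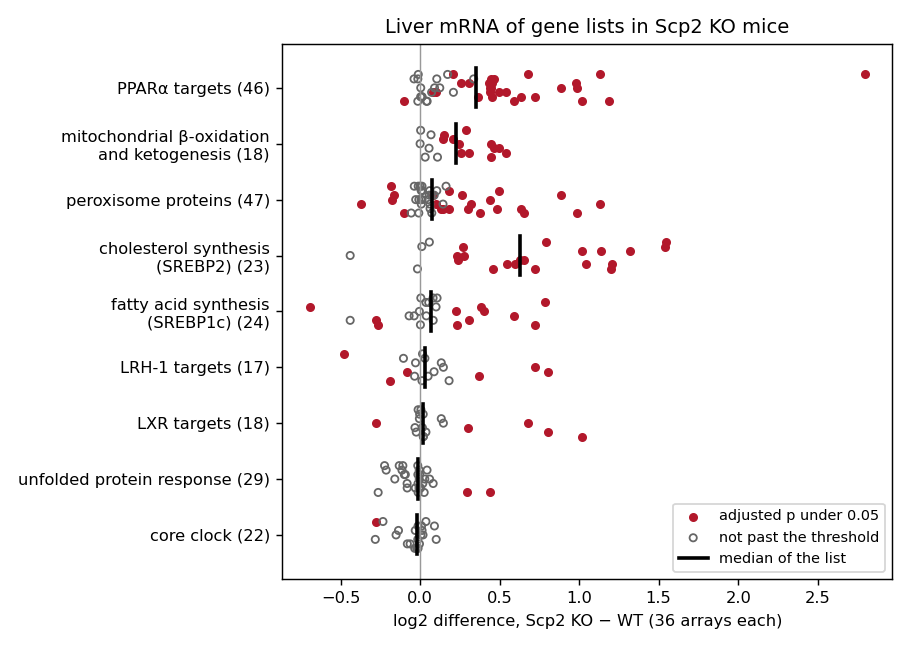
Log2 difference between KO and WT liver (horizontal axis) for the measured members of 9 gene lists (vertical axis, number of members in brackets), 36 arrays per genotype. Each point is a gene, red where the adjusted p is under 0.05, and the bar is the list's median: the PPARα targets lie mostly to the right of 0 with a median of 0.35, and none of the 22 core clock genes passed the test as higher.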

We have previously shown that *Ppar*α transcription and activity are under the control of the circadian clock through direct transcriptional control and synthesis of its ligands, mainly fatty acids (FA)^18^. PPARα is a model of the pathways that could be deregulated in *Scp2* KO mice since availability of these ligands, through control of their transport and synthesis, is potentially under the control of SCP2. 

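On the arrays *Cyp4a14*, a cytochrome P450 of fatty acid ω-hydroxylation (ILMN_2691680), rose from 9.20 ± 1.23 in WT to 11.99 ± 0.41 in KO (SD, n = 36 each, log2 difference 2.80, SE 0.21, adjusted p = 1.54e-18 from limma), the largest rise of all genes past the threshold. It lies on chromosome 4, 44 measured genes from *Scp2*, beside *Cyp4a12a*, *Cyp4a12b* and *Cyp4a31*, which rose too. For these genes an effect of a chromosome segment carried along with the *Scp2* allele cannot be told apart. *Cyp4a14* was higher in KO at all 12 time points, and the difference passed the test at 6 of them, with 3 arrays per genotype. *Lpl*, which frees fatty acids from circulating triglycerides (ILMN_2692723), rose from 8.35 ± 0.60 in WT to 9.03 ± 0.53 in KO (SD, n = 36 each, log2 difference 0.68, SE 0.13, adjusted p = 5.38e-05) and was also higher at all 12 time points, none of which passed on its own. The probe of the fatty acid transporter *Cd36* (ILMN_1232470) was dim, at percentile 19.6 of all genes, with 5.89 ± 0.057 in WT and 5.88 ± 0.067 in KO and no difference past the test (log2 difference -0.011, SE 0.015, adjusted p = 0.779). These values come from the arrays and not from quantitative RT-PCR.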

As shown in Fig. 3A, expression of genes known to be regulated by PPARα^14^ like Cytochrome P450, family 4, subfamily a, polypeptide 14 (*Cyp4a14*), peroxisomal Acyl-coenzyme A Oxidase 1(*Acox1*), LipoProtein Lipase (*Lpl*), and Cluster of Differentiation 36 (*Cd36*) increased throughout the diurnal cycle, indicating indeed an overall increased activation of the PPARα pathway. This is in accordance with the previously described proliferation of peroxisomes^25^ and activation of PPARα^33^ in the liver of *Scp2* KO mice. Interestingly, *Ppar*α expression is also increased and delayed, probably as a consequence of the regulation of the *Ppar*α promoter by PPARα itself 34.

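The level of *Ppara* on the arrays (ILMN_2927172) was 6.53 ± 0.22 in WT and 6.57 ± 0.22 in KO (SD, n = 36 each), a log2 difference of 0.040 (SE 0.050, adjusted p = 0.765 from limma), and it was higher in KO at 7 of the 12 time points. Its mRNA was rhythmic in both genotypes, with an amplitude of 0.20 (SE 0.039) in WT and 0.23 (SE 0.033) in KO. The acrophase was ZT11.5 in WT and ZT11.7 in KO, a delay of 13.3 min whose standard error of 54.7 min exceeds it (adjusted p of the rhythm difference = 0.976). With this standard error a delay of an hour could not be told from none for this gene.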

SREBP is another lipid regulated transcription factor: SREBP is an ER membrane bound protein that, under low sterol conditions, translocates to the Golgi to be cleaved. The remaining peptide is released and migrates to the nucleus, where it activates the transcription of genes coding for enzymes involved in cholesterol and fatty acid metabolism^17^. As shown in Fig. 3B, expression of the genes known to be affected by SREBP activity like 3-Hydroxy-3-MethylGlutaryl-CoA Reductase (*Hmgcr*) and Fatty Acid Synthase (*Fasn*) is upregulated in KO, especially *Hmgcr*, in agreement with the decreased ST concentration in the liver of KO mice (Fig. S2A). 

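Genes of cholesterol synthesis rose in KO, while those of fatty acid synthesis went both ways. Of 23 measured genes of cholesterol synthesis and its SREBP2 control 19 were higher and none was lower, also when adjusted over the list alone, with a median log2 difference of 0.63 (camera, adjusted p = 8.22e-43, adjusted p = 2.95e-07 with an estimated correlation). *Hmgcs1*, the cytosolic HMG-CoA synthase (ILMN_2654952), rose from 12.02 ± 0.69 in WT to 13.57 ± 0.43 in KO (SD, n = 36 each, log2 difference 1.54, SE 0.13, adjusted p = 7.60e-16 from limma). *Fdps*, which makes farnesyl diphosphate, rose by 1.32 (SE 0.082), *Msmo1*, a sterol C4-methyl oxidase, by 1.54 (SE 0.093), and the lanosterol demethylase *Cyp51* by 1.20 (SE 0.062). The list's median was above 0 at all 12 time points, from 0.39 at ZT12 to 0.87 at ZT20. Of 24 measured genes of fatty acid synthesis and SREBP1c targets 8 were higher and 3 lower, also when adjusted over the list alone, with a median of 0.068 (camera, adjusted p = 0.00496). That call is lost with an estimated correlation (adjusted p = 0.256 with an estimated correlation). The members that rose include *Acss2*, which makes acetyl-CoA, at 0.78, *Aacs* at 0.72 and malic enzyme *Me1* at 0.59. Those that fell are the liver pyruvate kinase *Pklr* at -0.69, *Srebf1* itself, and *Dgat2* at -0.27, named after its value was seen. Without KO set 5 or without WT set 6 the list's median was 0.042 or 0.023 and its adjusted p was 0.0581 or 0.0979. *Fasn* (ILMN_2874104) was at 6.04 ± 0.12 in WT and 6.10 ± 0.13 in KO and did not pass the test (log2 difference 0.054, SE 0.029, adjusted p = 0.285). This level is low, near that of the dim probe of *Cd36*, so that a difference may be underestimated. The values are from the arrays, not from RT-PCR.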

Interestingly, while *Fasn* is mostly regulated by SREBP1, *Hmgcr* is regulated by both SREBP isoforms^35^, suggesting a prominent activation of SREBP2 in *Scp2* KO mice. Accordingly, *Srebp2* diurnal expression is upregulated at the transcriptional level in *Scp2* KO mice. This activation of the SREBP pathway is likely a consequence of the observed low Cholesterol and SE levels in the serum and liver of *Scp2* KO, in order to compensate this low concentration (Fig. S1A,B).

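*Srebf2*, which encodes SREBP2 (ILMN_1223598), rose from 6.70 ± 0.12 in WT to 6.97 ± 0.15 in KO (SD, n = 36 each), a log2 difference of 0.27 (SE 0.032, adjusted p = 2.71e-10 from limma). It was higher in KO at all 12 time points and rhythmic in both genotypes, with an amplitude of 0.10 (SE 0.024) in WT and 0.13 (SE 0.029) in KO, and the rhythm did not differ by the test (adjusted p = 0.874). *Srebf1*, which encodes SREBP1 (ILMN_2792089), fell from 7.79 ± 0.51 in WT to 7.51 ± 0.32 in KO, a log2 difference of -0.28 (SE 0.10, adjusted p = 0.0478 from limma). This call is close to the threshold and is lost with median scaling (adjusted p = 0.0836), with the sets as a random block (adjusted p = 0.0575) and without KO set 4 or 6 or WT set 9 or 10, with an adjusted p from 0.00187 to 0.287 over the alternatives. The amplitude of *Srebf1* was 0.55 (SE 0.078) in WT and 0.30 (SE 0.059) in KO, with an adjusted p of 0.371 for the difference in rhythm. The annotation used does not say which of the a and c transcripts the *Srebf1* probe reads.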

LRH-1 is another lipid-binding nuclear receptor which binds to PL to activate genes involved in lipid and glucose metabolisms^15^. PL have been demonstrated as major SCP2 transported lipids^23^ and present an altered rhythmic accumulation in *Scp2* KO mice (Fig. 2). 

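The genes of bile acid synthesis *Cyp7a1* and *Cyp8b1* were higher in the KO liver. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis (ILMN_2604383), rose from 10.47 ± 0.98 in WT to 11.28 ± 0.56 in KO (SD, n = 36 each, log2 difference 0.80, SE 0.18, adjusted p = 7.20e-04 from limma). Its amplitude was 1.01 (SE 0.16) in WT and 0.58 (SE 0.092) in KO, with the lowest mean at ZT4 in both genotypes, at 8.78 ± 0.49 in WT and 10.16 ± 0.30 in KO (SD, n = 3). *Cyp8b1*, the sterol 12α-hydroxylase (ILMN_2627744), rose from 12.18 ± 0.48 in WT to 12.90 ± 0.23 in KO (SD, n = 36 each, log2 difference 0.72, SE 0.088, adjusted p = 4.19e-10), with an amplitude of 0.51 (SE 0.076) in WT and 0.21 (SE 0.043) in KO. The test of the rhythm difference gave an adjusted p of 0.601 for *Cyp7a1* and 0.187 for *Cyp8b1*. *Nr5a2*, the gene of LRH-1 (ILMN_2634389), fell from 7.64 ± 0.20 in WT to 7.45 ± 0.23 in KO (log2 difference -0.19, SE 0.050, adjusted p = 0.00400) and was rhythmic in neither genotype. This fall is not past the threshold with median scaling (adjusted p = 0.0537) or without KO set 6 or WT set 6, with an adjusted p from 5.72e-04 to 0.237 over the alternatives, and the other 2 probes of the gene give -0.015 and -0.053. The probe of *Nr0b2*, which encodes the repressor SHP, was dim, at percentile 23.2 of all genes, with a log2 difference of 0.015 (adjusted p = 0.698). Of 17 measured LRH-1 targets 3 were higher and 3 lower, also when adjusted over the list alone, with a median of 0.030 (camera, adjusted p = 0.515). Besides *Cyp7a1* and *Cyp8b1* the phospholipid exporter *Abcb4* rose, by 0.37, and besides *Nr5a2* the list's *Apom*, an HDL protein, fell by 0.48 and the bile acid importer *Slc10a1*, named after its value was seen, by 0.079. Of 23 genes of bile acid synthesis and transport 4 were higher and 4 lower (5 and 4 when adjusted over the list alone, median 0.015, camera, adjusted p = 0.0852, and 0.0493 without WT set 6, the lowest of the alternatives), among them *Cyp7b1* at 0.94. The values are from the arrays, not from RT-PCR.

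**Figure D2:**
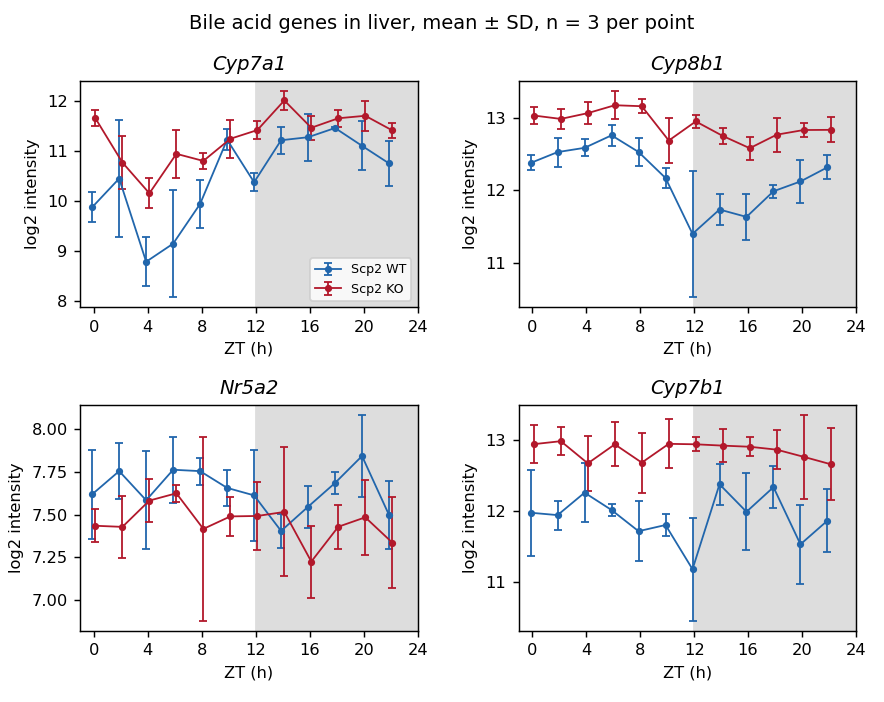
Log2 intensity of 4 bile acid genes (vertical axes) against ZT in h (horizontal axes) in WT and KO liver; points are means of 3 arrays, bars are SD and the dark phase is grey. *Cyp7a1* and *Cyp8b1* are higher in KO at all 12 time points, and *Nr5a2* is lower in KO at 11 of 12.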

Expression of the genes known to be affected by LRH-1 activity like Cytochrome P450, family 7, subfamily a, polypeptide 1(*Cyp7a1*), Cytochrome P450, family 8, subfamily b, polypeptide 1 (*Cyp8b1*), and Nuclear Receptor subfamily 0, group B, member 2 (*Nr0b2*), as well as *Lrh1* itself, is increased and/or presented a reduction in their diurnal amplitude (Fig. 3C), demonstrating a moderate impact of SCP2 on rhythmic activation of LRH-1 regulated genes. Nevertheless, genes regulated by the oxysterol binding nuclear receptor LXR, which also play an important role in lipid metabolism^16^ and whose activity has been shown to be regulated by the circadian clock^19^, present only a moderate delay in their rhythmic expression (Fig. S2A and Table S1).

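Of 18 measured LXR targets 4 were higher in KO and 1 was lower, also when adjusted over the list alone, with a median log2 difference of 0.020 and a mean of 0.16 (camera, adjusted p = 0.0233, adjusted p = 0.0302 with an estimated correlation). The members that rose are *Pltp*, the phospholipid transfer protein, which rose by 1.02 (SE 0.080, adjusted p = 1.14e-17 from limma), *Lpcat3* at 0.30, *Lpl* and *Cyp7a1*. Of the list, 8 genes were rhythmic in both genotypes, and their acrophase in KO came a median of 27.2 min later, later in 5 of the 8. *Abcg5* and *Abcg8* encode the subunits of the sterol exporter. *Abcg5* had its acrophase at ZT10.8 in WT and ZT11.6 in KO, 47.9 min later (SE 29.0 min), and *Abcg8* at ZT8.89 and ZT9.71, 49.4 min later (SE 44.0 min). Their levels did not differ by the test (adjusted p = 0.604 and 0.707 from limma), and neither did their rhythms (adjusted p = 0.834 and 0.918). The carbohydrate-response factor *Mlxipl* had a log2 difference of -0.0044, and its acrophase moved by -52.3 min (SE 69.3 min). With median scaling the list's median was -0.0030, without KO set 4 its adjusted p was 0.0600, and the delay of *Abcg5* was 15.9 min without KO set 6 and 80.9 min without KO set 4.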

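Of 16593 genes, 3337 (20.1%) were rhythmic with a period of 24 h in WT or KO, 2628 (15.8%) in WT and 2273 (13.7%) in KO. Clock genes had regular rhythms in both genotypes. *Arntl* was rhythmic with an adjusted p of 1.13e-13 in WT and 1.07e-10 in KO, and *Per2* with 1.48e-13 and 1.79e-13. Enzymes of bile acid and lipid metabolism were rhythmic too, such as *Hsd3b7*, with an amplitude of 0.67 (SE 0.050) in WT and 0.33 (SE 0.039) in KO. Of the gene lists, 14 of 22 core clock genes were rhythmic in WT and 12 in KO, 20 of 46 PPARα targets in each, 14 and 11 of 23 genes of cholesterol synthesis, and 12 and 7 of 23 genes of bile acid synthesis and transport. The F-test was applied to single animals, 36 per genotype. With the ZT of the arrays shuffled, the median count of rhythmic genes was 0 and the highest was 1 in 20 shuffles per genotype. Applied to the mean of the 3 animals at each ZT, the test passed 1585 genes in WT and 762 in KO. Without KO set 4 or 5 the count in KO was 1200 or 1313. Without WT set 9, 10 or 6, with 24 arrays in WT against 36 in KO, that in WT was 1572, 1681 or 2062, below that in KO. With median scaling they were 2053 in WT and 1293 in KO.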

Specific analysis of the rhythmic transcripts (Fig. 4A and Table S3) shows that while 19% of them are rhythmic in WT or KO, 15% are rhythmic in WT and only 13% in KO. 

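In WT and KO alike 1564 genes (9.43%) were rhythmic, 1064 (6.41%) passed the threshold in WT only and 709 (4.27%) in KO only. The order of these 2 counts turns when a WT set is left out, which leaves fewer arrays in WT: they were 451 and 1152 without WT set 9, 525 and 1117 without WT set 10 and 720 and 931 without WT set 6, but 1698 and 270 without KO set 4 and 1630 and 315 without KO set 5. With median scaling 932 were rhythmic in both and 361 in KO only. A direct test of the difference in rhythm, the limma F-test of the genotype by cosine and sine terms, passed 21 genes (1403 at an unadjusted p under 0.05): 12 of those rhythmic in both, 7 of those in WT only and 2 of those in KO only. The rhythm of *Ndrg1*, a stress- and growth-regulated gene (ILMN_2646166), had an amplitude of 0.42 (SE 0.035) in WT and 0.11 (SE 0.028) in KO. *Rnf144a*, a ubiquitin ligase, had 0.24 (SE 0.031) in WT and 0.021 (SE 0.022) in KO, where it was not rhythmic (adjusted p = 0.867). *Noct* kept its rhythm with an amplitude of 1.32 (SE 0.12) in WT and 0.51 (SE 0.063) in KO. A gain was seen for *Osbpl3*, an oxysterol-binding protein relative, from 0.036 (SE 0.017) in WT to 0.27 (SE 0.051) in KO (adjusted p of the rhythm difference = 0.0431), and for *Sema4g*, from 0.11 to 0.22 (adjusted p = 0.0365). Without the WT array of ZT12 that stood apart the rhythm of 37 genes differed, and with the mean of the 3 animals per ZT none did. With 1 set left out the count ran from 1 to 21.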

As for lipids, it appears that fewer genes are rhythmic in *Scp2* KO: while 9% of genes are rhythmic in both WT and KO, 6 and 4% are rhythmic only in WT and KO, respectively (Fig. 4B). Genes that present a rhythmic mRNA accumulation in both genotypes present a statistically significant 16% decrease in their amplitude in KO (p ≤ 1.10^−11^), highlighting the strong relationship between rhythmic lipid metabolism and gene expression (Fig. 4C upper panel: more dots are present below the median line). 

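The genes rhythmic in both genotypes had a lower amplitude in KO: the median change over the 1564 genes was -15.5%, with quartiles of -30.1% and 2.41%, and 1137 genes were lower. Differences between gene lists were not tested. The 12 core clock genes rhythmic in both had a median change of -4.19%, the 17 PPARα targets -9.07%, the 10 genes of cholesterol synthesis -28.1% and the 8 LRH-1 targets -31.5%. Among single genes, *Dbp*, an output gene of the clock, had an amplitude of 2.52 (SE 0.16) in WT and 2.47 (SE 0.16) in KO. *Eif4ebp3*, an inhibitor of translation initiation, had 0.95 (SE 0.076) in WT and 0.57 (SE 0.077) in KO. Each genotype holds 3 sets of 12 arrays, which the authors' columns name 6, 9 and 10 in WT and 4, 5 and 6 in KO. Against the fit of all arrays the sets' median amplitudes lay at 13.8%, 14.6% and 10.7% in WT and at -6.44%, -3.46% and -0.997% in KO. Paired tests across genes (n = 1564 genes, which are not independent replicates) gave p = 1.29e-94 (Wilcoxon) and p = 2.71e-105 (paired t). Without 1 set the change ranged from -22.1% to -4.79%, lower in size when a KO set was left out and higher when a WT set was. The genotype that loses a set then has fewer arrays than the other, so that this range does not show the spread between sets alone. From the lower amplitude in KO, the paper reasons that rhythmic lipid metabolism and gene expression are closely related.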

We also observe a significant general phase delay of around 40 min (p ≤ 0.01) between rhythmic genes expressed in WT and KO mice (Fig. 4D lower panel: more dots are present above the median line). However the significance and amplitude of this delay appears phase-dependent, with maximum around ZT 7-10 and ZT 22-23 (Fig. 4C,D). This corresponds to the time when E-box regulated by BMAL1 and ROR elements regulated by REV-ERB/ROR reached their maximum of expression, respectively^19^,^36^. This intriguing observation could suggest that lipid transport perturbation detected in *Scp2* KO mice could feedback on the circadian clock.

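The acrophase came later in KO for 1080 of the 1564 genes rhythmic in both genotypes, with a median delay of 34.9 min and quartiles of -12.3 and 93.1 min. Among clock genes *Nr1d1*, the gene of REV-ERBα, peaked 43.9 min later in KO (SE 24.7 min). The 17 PPARα targets rhythmic in both were a median of 29.4 min later and 14 of them were later, while the 10 genes of cholesterol synthesis were 5.23 min later, 5 of them later. The 8 LRH-1 targets were 37.2 min later, 6 of them later, and the 9 genes of lipid droplets and lipid storage 30.2 min, 6 of them later. The sets of 12 arrays differ in phase: against the fit of all arrays the KO sets 4, 5 and 6 lay at -1.95, 14.4 and 44.8 min, and the WT sets 6, 9 and 10 at -21.2, -15.6 and -18.5 min. All 3 WT sets thus lay earlier than the 3 KO sets, and the spread within the KO is wider than the delay itself. Without KO set 6 the delay was 16.9 min and without KO set 4 it was 47.1 min. A Wilcoxon test across genes (n = 1564 genes, not independent replicates) gave p = 5.54e-73.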

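Genes that peak at ZT7-10 in WT (acrophase of 7 to under 11 h) were delayed by a median of 64.5 min (301 genes), those at ZT22-23 by 38.0 min (154 genes) and all others by 28.8 min (1109 genes). In bins of 1 h the median ran from 1.05 min at ZT14 to 78.6 min at ZT19, with 72.3 min at ZT9 and 78.2 min at ZT20. Genes of the first window include *Nr1d1* and *Abcg8*, and *Arntl* and *Clock* lie in the second. *Mrpl34*, a mitochondrial ribosomal protein (ILMN_2744204), had an acrophase of ZT20.9 in WT and ZT22.7 in KO, 107 min later (SE 37.8 min), and its rhythm differed by the test (adjusted p = 0.0408). *Ugp2*, an enzyme of glycogen synthesis, peaked at ZT9.32 in WT and ZT10.8 in KO, 90.6 min later (SE 40.3 min), without a rhythm difference past the threshold (adjusted p = 0.597). The delay of the ZT7-10 genes exceeded that of the others by 35.8 min, and that of the ZT22-23 genes by 9.24 min. With 1 set left out the delay ranged from 53.8 to 84.1 min at ZT7-10, from 16.0 min without KO set 6 to 61.7 min without KO set 4 at ZT22-23 and from 10.0 to 30.9 min (the same sets) at other times. Neither excess is seen in every set of 12 arrays. Against the fit of all arrays the phase of the ZT7-10 genes minus that of the others was -8.00, 40.5 and 8.30 min in KO sets 4, 5 and 6 and -22.4, -14.9 and 1.72 min in WT sets 6, 9 and 10, so that the sets of the genotypes overlap. For the ZT22-23 genes it was -11.2, 1.63 and 15.5 min in KO and -20.2, 2.22 and 8.23 min in WT. The comparison by set was chosen after the values were seen.

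**Figure D3:**
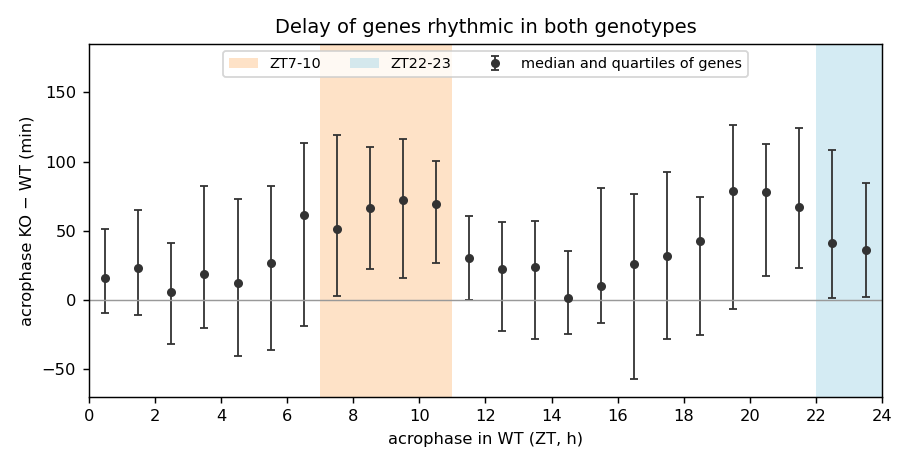
Acrophase in KO minus WT in min (vertical axis) for genes rhythmic in both genotypes, by their acrophase in WT in bins of 1 h (horizontal axis, ZT in h). Points are medians and bars run to the quartiles over genes; the shaded windows are ZT7-10 and ZT22-23, with medians of 64.5 and 38.0 min.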

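Of 12 measured clock genes with direct E-box control none passed the limma test of the level between KO and WT, also when adjusted over the list alone. That test has no term for time, so that the daily swing of these genes adds to its error. With ZT as a factor *Per1* passed as lower (limma, adjusted p = 0.0124). Of the 12 genes, 9 were rhythmic in both genotypes. These 9 were all later in KO, by a median of 14.6 min. This rests in part on KO set 6, without which 4 of the 5 followed there (*Dbp*, *Per1*, *Per2* and *Tef*, not *Nr1d1*) were earlier in KO, *Per2* with a delay of -20.6 min. Among them *Nr1d2*, the gene of REV-ERBβ, peaked at ZT10.3 in WT and ZT10.7 in KO, 23.0 min later (SE 22.0 min). Of 8 measured genes with ROR elements none passed the test of the level either, again also when adjusted over the list alone, and 6 were rhythmic in both, 5 of them later in KO; their median delay was 33.4 min. *Nfil3*, the gene of the repressor E4BP4, peaked at ZT22.9 in WT and ZT23.6 in KO, 42.5 min later (SE 38.8 min). The amplitude of the E-box genes changed by a median of -4.66% and that of the ROR-element genes by -4.85%. *Nr1d2* and *Nfil3* were chosen after their values were seen. No member of either list passed the test of the rhythm difference.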

### Diurnal activation of signaling pathways is perturbed in *Scp2* KO mice

We have previously shown that several signaling pathways are rhythmically activated in mouse liver, including the TORC1 pathway^7^. As shown in Fig. 5A, rhythmic activation of the TORC1 pathway is clearly altered in *Scp2* KO mice liver, probably as a consequence of the disturbed activation of the upstream pathways involved in its activation. Indeed, TORC1 activation depends on the activation of several kinases: AMPK inhibits TORC1 through the phosphorylation of Tuberous Sclerosis 2 (TSC2) whereas AKT activates TORC1^37^. TORC1 activation leads to translational activation through the phosphorylation of Eukaryotic translation initiation factor 4E Binding Protein 1 (4E-BP1), Eukaryotic translation Initiation Factor 4G (EIF4G), Eukaryotic translation Initiation Factor 4B (EIF4B), and Ribosomal Protein S6 (RPS6)^38^. In parallel, phosphorylation of Eukaryotic translation Initiation Factor 4E (EIF4E) is mediated through activation of the ERK pathway. In addition to the normal maximum phosphorylation that appeared in the beginning of the night in WT mice^7^, rhythmic phosphorylation of the TORC1 targets RPS6, EIF4B, and EIF4G is perturbed in *Scp2* KO mice with a second peak of phosphorylation in the beginning of the day (ZT2). In addition, we observe an overall increase in phosphorylation level of 4E-BP1 and EIF4B. Differences are observed only at post-translational modifications, with the exception of EIF4G for which the phosphorylated form is unstable, explaining the lower level in the KO^39^, and RPS6, suggesting an interference with ribosome biogenesis (Fig. S3). Concerning the upstream pathways, rhythmic activation of AKT during the night is preserved in *Scp2* KO mice with an overall higher activation throughout the day, and particularly at the day-night transition, explaining in this way the sustained activity of the TORC1 pathway at this period (Fig. 5B). In contrast, rhythmic ERK activation during the day is lost in *Scp2* KO mice with high activation throughout the day, explaining the sustained and somewhat constant phosphorylation of EIF4E. These data converge in a perturbed rhythmic activation of the TORC1 pathway in *Scp2* KO mice, which can lead to perturbed rhythmic ribosome biogenesis, but also lipid metabolism as TORC1 pathway is known to regulate SREBP activity and processing independently of cholesterol concentration^40^,^41^.

We have previously shown that the UPR pathway presents a 12 hour period rhythmic activation orchestrated by the circadian clock^6^. As shown in Fig. S2B, rhythmic maturation of X-box binding protein 1 (*Xbp1*) mRNA and nuclear expression of XBP1 are identical in WT and KO animals, as well as expression of the UPR regulated genes Binding Immunoglobulin Protein (*Bip*) and C/EBP-Homologous Protein (*Chop*). 

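On the arrays *Hspa5*, the gene of the chaperone BIP (ILMN_1255561), was at 6.26 ± 0.24 in WT and 6.28 ± 0.24 in KO (SD, n = 36 each, log2 difference 0.017, SE 0.055, adjusted p = 0.923 from limma). *Ddit3*, the gene of CHOP (ILMN_2652909), was at 6.32 ± 0.21 in WT and 6.31 ± 0.24 in KO (log2 difference -0.012, SE 0.052, adjusted p = 0.945). *Xbp1*, for which the annotation used does not say whether the probe tells the spliced from the unspliced mRNA, was at 10.92 ± 0.28 in WT and 10.95 ± 0.30 in KO (log2 difference 0.026, SE 0.067, adjusted p = 0.904). The rhythms of the 3 genes did not differ at 24 h (adjusted p = 0.864, 0.984 and 0.928). A p that misses the threshold does not show that the levels are equal. *Hspa5* and *Ddit3* also read low on the array, where differences may be underestimated. The values are from the arrays and not from RT-PCR.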

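Of 29 measured genes of the unfolded protein response 2 were higher in KO and none was lower, also when adjusted over the list alone, with a median log2 difference of -0.013 (camera, adjusted p = 0.512). The 2 are *Asns*, asparagine synthetase, which rose by 0.44 (SE 0.10, adjusted p = 5.51e-04 from limma), and the disulfide isomerase *Pdia6*, which rose by 0.30 (SE 0.052, adjusted p = 8.70e-06). A rhythm with a period of 12 h passed the F-test, adjusted over the list, for 6 genes in WT and 5 in KO. *Creld2* had a 12 h amplitude of 0.91 (SE 0.16) in WT and 0.72 (SE 0.15) in KO, *Syvn1* of 0.53 (SE 0.12) and 0.50 (SE 0.11), and *Dnajb9* of 0.53 (SE 0.093) and 0.47 (SE 0.11). These 3 were chosen after their values were seen. The difference of the 12 h rhythms between the genotypes was not tested. Without KO set 4 or KO set 5 the count in KO was 0, and without WT set 9 or 10 the count in WT was 2.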

Despite published links between lipid metabolism and UPR activation^8^, this pathway is not affected by SCP2 deficiency.

### Disturbed rhythmic cell signaling feedbacks on the circadian clock

Post-translational modifications play a crucial role in the regulation of the circadian clock. Since several of these signaling pathways are disturbed in *Scp2* KO mice, we speculated that it could perturb the circadian clock. To study this possible impact on circadian behavior, we measured the running wheel activity of WT and KO animals in constant darkness. As demonstrated in Fig. 6, *Scp2* KO mice present a significantly longer period by 16 min compared to WT and reduced locomotor activity that did not affect their day-night difference (around 1% activity during the day). Interestingly, the *Scp2* locus has been linked to dystonia and motor neuropathy in human, pathology that can explain this reduced activity^42^.

We already showed that time-dependent rhythmic genes expression corresponding to E-boxes and ROR-elements described activities seems to be perturbed (Fig. 4D). To study more specifically the possible influence of *Scp2* deletion on circadian clock genes expression, we measured their rhythmic mRNA and protein accumulation in mouse liver. 

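*Arntl*, the gene of BMAL1 (ILMN_2707510), peaked at ZT23.6 in WT and ZT0.072 in KO, 30.3 min later (SE 22.3 min). *Clock* (ILMN_2610973) peaked at ZT23.1 in WT and ZT23.7 in KO, 36.4 min later (SE 31.8 min), and *Dbp* (ILMN_2616226), a direct target of BMAL1 and CLOCK, at ZT11.0 and ZT11.4, 25.4 min later (SE 20.3 min). Their mean levels did not differ by the limma test: *Arntl* was at 6.57 ± 0.49 in WT and 6.55 ± 0.48 in KO (SD, n = 36 each, adjusted p = 0.966), *Clock* at 8.05 ± 0.41 in WT and 8.14 ± 0.39 in KO (adjusted p = 0.691) and *Dbp* at 8.67 ± 1.91 in WT and 8.69 ± 1.89 in KO (adjusted p = 0.994). The test of the rhythm difference gave an adjusted p of 0.865 for *Arntl*, 0.919 for *Clock* and 0.903 for *Dbp*. Of 22 measured core clock genes none was higher and 1 was lower, also when adjusted over the list alone (camera, adjusted p = 0.410): *Rora*, which activates ROR elements, fell by 0.27 (SE 0.041, adjusted p = 1.48e-07) and was lower at all 12 time points. The limma test of the level has no term for time, so that the daily swing of clock genes adds to its error. With ZT as a factor *Per1* passed as lower too (limma, adjusted p = 0.0124). The 12 core clock genes rhythmic in both genotypes were all later in KO, by a median of 19.2 min. Without KO set 6 the delay was -3.38 min for *Arntl* and -7.76 min for *Dbp*, and without KO set 4 it was 52.8 and 49.1 min. The values are from the arrays, not from RT-PCR.

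**Figure D4:**
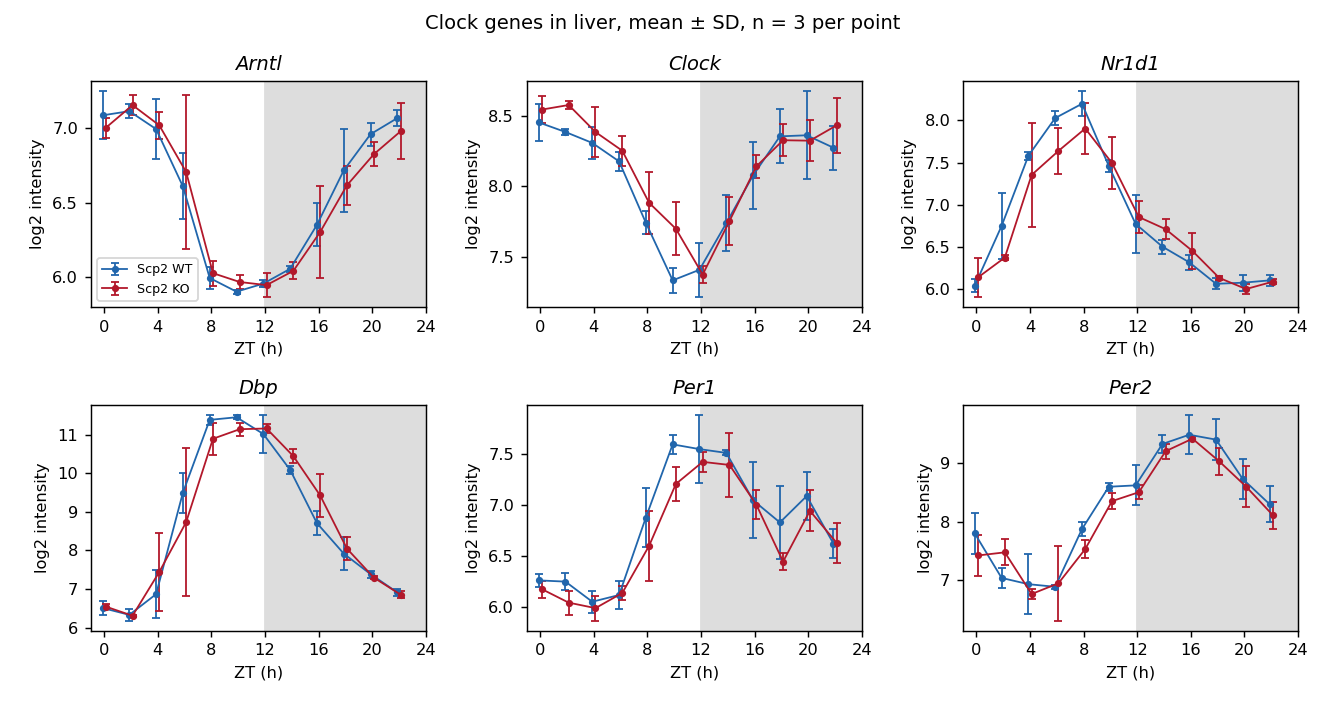
Log2 intensity of 6 clock genes (vertical axes) against ZT in h (horizontal axes) in WT and KO liver; points are means of 3 arrays, bars are SD and the dark phase is grey. The curves of the genotypes run close together, with levels that differ by -0.018 for *Arntl* and -0.15 for *Per1* over all arrays.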

Diurnal expressions of *Bmal1* and *Clock* are slightly delayed and upregulated in KO animals, as the one of their target gene *Dbp* that is slightly delayed (Figs 7A and S4A, and Table S1). Concerning the negative limb of the feedback loop, while *Cry1*, *Cry2*, and *Per2* are not significantly different between *Scp2* KO and WT animals, *Per1* expression is severely downregulated, with reduced amplitude. However, more severe effects are observed at the protein level (Figs 7B and S4B, and Table S1). 

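*Per1* (ILMN_2813484) was at 6.81 ± 0.58 in WT and 6.66 ± 0.53 in KO on the arrays (SD, n = 36 each, log2 difference -0.15, SE 0.13, adjusted p = 0.605 from limma) and lower in KO at 10 of the 12 time points. Its amplitude was 0.68 (SE 0.075) in WT and 0.63 (SE 0.069) in KO, with an adjusted p of 0.976 for the rhythm difference. With ZT as a factor in the limma model the fall of *Per1* passes the threshold (adjusted p = 0.0124, and from 0.0124 to 0.782 over the alternatives). *Per2* (ILMN_2987862) was at 8.25 ± 0.95 in WT and 8.11 ± 0.89 in KO (log2 difference -0.14, SE 0.21, adjusted p = 0.827) and its acrophase was 2.36 min later in KO (SE 19.0 min). *Cry2* was at 6.36 ± 0.14 in WT and 6.33 ± 0.13 in KO (log2 difference -0.034, SE 0.031, adjusted p = 0.643). The probe of *Cry1* was dim, at percentile 5.78 of all genes, and rhythmic in neither genotype, so that a rhythm of its mRNA cannot be told from none here.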

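The mRNA of *Tef*, a target of the clock (ILMN_2676052), was at 7.44 ± 0.60 in WT and 7.43 ± 0.66 in KO on the arrays (SD, n = 36 each, log2 difference -0.013, SE 0.15, adjusted p = 0.986 from limma) and peaked 0.20 min later in KO (SE 35.0 min). *Nr1d1* (ILMN_1229091) was at 6.82 ± 0.79 in WT and 6.76 ± 0.69 in KO (log2 difference -0.063, SE 0.17, adjusted p = 0.909). The arrays measure mRNA and not protein.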

BMAL1 expression, as well as the one of its target genes REV-ERBα and TEF, presents decreased level and amplitude in KO animals, in addition to an advanced phase (despite an increased mRNA expression for *Tef*  ). While PER1 and CRY2 seem to be moderately affected, PER2 expression is increased and delayed whereas CRY1 expression is decreased. As the accumulation of these proteins is strongly under the control of post-translational modifications^43^, these differences may reflect changes in the rhythmic activation of signaling pathways that control their stability. In this context, Casein Kinase I ε/δ (CK1ε/δ) plays an important function in this process related to its increased rhythmic nuclear accumulation in *Scp2* KO that may explain increased PER2 accumulation.

## Discussion

It has been demonstrated that lipid synthesis and accumulation follow a diurnal rhythm in mouse liver which is controlled by feeding and the circadian clock-regulated lipid metabolism^28^. Here we report that this diurnal lipid transport and metabolism are perturbed in *Scp2* KO mice liver. These KO mice present a deletion of the entire *Scp2* locus, coding for both SCP2 and SCPx. If lipid transport activity of SCP2 is likely involved in this process, it is nevertheless not excluded that SCPx could also contribute to the observed phenotype. Interestingly, SCP2 accumulation follows the one of TAG (Figs 1A and S1D), suggesting a possible stabilization of SCP2 through TAG binding. Protein stabilization through lipid binding is well known for membrane proteins^44^, but has been also described for lipid-bound cytosolic proteins like Perilipins^45^. Considering the modification of rhythmic lipid content in circadian clock mutant mice^28^,^46^, we can speculate that a circadian clock-controlled lipid metabolism adjusts rhythmic SCP2 half-life through formation of stable SCP2-TAG complexes. Although other post-translational mechanisms are possible, this attractive hypothesis constitutes a good example of a rhythmic protein induced by protein-metabolite interaction but further experiments are required to demonstrate this hypothesis. According to the crucial role of post-translational regulations in the establishment of the rhythmic liver proteome^29^, it is not surprising that similar regulation will be described in the near future. In addition, recent evidences showed that TAGs are rhythmic even in the absence of a circadian clock^28^, this rhythm depending mostly on the feeding rhythm. It is conceivable that SCP2, plays a role in that context.

This disturbed lipid accumulation on rhythmic activation of signaling pathways feeds back on the clock itself. Indeed, *Scp2* KO mice present an increased and delayed PER2 accumulation in liver nuclei regulated at the post-translational level, in addition to a lengthening of the free running period. Interestingly, stabilization of PER2 through phosphorylation by CK1ε/δ at Ser659 leads also to period lengthening^47^,^48^. It is thus conceivable that signaling pathways perturbed in *Scp2* KO animals are involved in this period lengthening through the regulation of PER2 degradation. The same hypothesis can explain CRY1 degradation which can be phosphorylated by CK1ε/δ^49^. CRY1 degradation is dependent on its phosphorylation by AMPK^50^, which could also be regulated by lipids^51^. Though there is no clear evidence that CK1ε/δ is regulated by lipids despite a possible regulation by PI^52^, it has been shown that PPARα^53^, LRH-1^54^, AKT^55^, and mTOR^55^,^56^,^57^ pathways interfere with circadian clock regulated gene expression and activity, as well as circadian behavior and physiology. In addition, RORs can bind to hydroxycholesterols which inhibit their transcriptional activity, potentially interacting in this way with E-boxes and ROR-elements transcriptional activity^58^. In parallel, high fat diet has been linked to modification of clock gene expression and circadian behavior^59^. PER2 increased expression observed in *Scp2* KO mice can also be an important player of the observed perturbed lipid metabolism: in addition to its role in the circadian clock, PER2 can bind to several nuclear receptors involved in lipid metabolism^53^ and in this way contributing to the observed phenotype. Taken together, these data suggest that lipid transport and metabolism, which are themselves regulated by the clock, are potentially important regulators of circadian clock function.

Increasing evidences link lipid metabolism and transport to cell signaling via different ways. Lipid metabolism can affect directly the activation of lipid-regulated proteins involved in several signaling pathways. It is for example the case for the nuclear receptors PPARα and LXR in which the rhythmic activation seems to be directly regulated by the rhythmic synthesis of their respective ligands^18^,^19^. Interestingly, these pathways are also regulated by lipid intracellular transport which facilitates direct interaction between these lipids and their ligands^60^. However, in other cases, lipid metabolism acts through the regulation of the cellular localization of the signaling molecules which influence their maturation (for example in the case of SREBP^17^). In addition, lipid metabolism can act via their potential activation by second signaling pathways through their correct localization in a favorable environment or conformation at the plasma membrane, for example in lipid rafts^11^,^12^. As expected, perturbations of lipid metabolism and transport affect also this pathway in all conditions^61^,^62^,^63^. Some interconnections between these two pathways are possible. For example, LXR-regulated cholesterol metabolism disturbs AKT activation through perturbation of its localization in lipid rafts^64^. Nevertheless, no rhythmic activation of signaling pathway by this mechanism has been reported yet. Our results demonstrate that this rhythmic activation of signaling pathways is perturbed in the liver of *Scp2* KO animals.

However, involvement of other lipid transporters in this mechanism is not excluded. For example, the Niemann-Pick C1 (NPC1) protein, which is specifically involved in intracellular cholesterol transporter, is involved in the regulation of several signaling pathways^65^. Indeed, NPC1 inhibition interferes with lipid raft formation and, as a consequence, activation of the LXR and SREBP^66^, PI3K/AKT^67^, Insulin Receptor^68^, and MAPK^69^ pathways. Interestingly, we report here that NPC1 expression is rhythmic at both mRNA and protein levels, and regulated by the circadian clock in mouse liver through transcriptional and post-transcriptional regulations (Fig. S5), suggesting a potential role of NPC1 in diurnal activation of signaling pathways. Further experiments are required to characterize the importance of these two, or additional, lipid transporters in rhythmic activation of signaling pathways.

## Methods

### Animal experiments

All animal studies were conducted in accordance with our internal ethics committee for animal experimentation and were approved by the veterinary office of the Canton of Vaud (Authorization VD2720). Eight-week-old male C57Bl/6J and C57Bl/6J-ob (*Ob*/*Ob*) mice were purchased from Charles River Laboratory (L’Arbresle, France). *Scp2* KO mice backcrossed into the C57Bl/6 background have been previously described^25^ and have been acquired from Jackson Laboratory, as well as their corresponding C57Bl/6J control mice. *Bmal1*^7^ and *Cry1*/*Cry2*^70^ KO mice have been already described. In all experiments, male mice between 10 and 12 weeks of age are used. Unless noted otherwise, mice were maintained under standard animal housing conditions, with free access to food and water and in 12 hours light/12 hours dark cycles. However, for all experiments, animals were fed only at night during 4 days before the sacrifice to reduce effects of feeding rhythm. Individual mice were sacrificed and samples collected every 2 hours during a 24 hours period.

The running-wheel activity has been monitored as previously described^71^. Briefly, the mice were housed individually in cages equipped with a running-wheel (Phenome Technologies). The activity has been measured during 5 days in light-dark cycles followed by 18 days in constant darkness. Data were acquired and analysed with the Clocklab software (Actimetrics). Feeding behavior has been monitored with the “Feeding and Drinking Monitor” system from TSE Systems. Briefly, 10 weeks aged mice were individually placed in equipped cages with free access to food and water, in a 12 hours light/12 hours dark environment. Measurements of food intake were performed at 15 min resolution throughout five consecutive days. The fat percentage has been determined by using the Nuclear Magnetic Resonance technology using an EchoMRI-700 analyzer (EchoMRI^TM^). At ZT3, 10 weeks aged mice were weighted and underwent EchoMRI.

### RNA extraction and analysis

Liver RNA were extracted and analysed by real-time quantitative RT-PCR, mostly as previously described^72^. Microarray analyses are described in Supplemental Information.

### Protein extractions and analysis

Nuclear and total proteins were extracted and analysed mostly as described^72^. Experimental details are given in Supplemental Information.

### Serum chemistry analysis

Blood samples are collected every 2 hours and sera are obtained after a centrifugation of 10 min at 10 000 rpm at room temperature. Sera are kept at −80 °C until analysis. Insulin, glucose, cholesterol and triglycerides are respectively measured accordingly with the protocols of the Mouse Insulin ELISA kit (Mercodia), and the Glucose, Cholesterol, Triglycerides LabAssay kits (Wako).

### Lipid Extraction and analysis

Approximately 10 mg of pulverized liver tissue was homogenized in 1 ml of ammonium bicarbonate buffer (concentration: 150 mM of ammonium bicarbonate in water) using Tissue Lyser at a speed of 25 Hz for 2.5 min. Supernatant was removed into new glass tube on ice. 100 μl of the homogenate was collected and further diluted with 80 μl of Ammonium bicarbonate buffer using Hamilton Robot and 810 μl of MTBE /Methanol (7/2 v/v) containing internal standard was added to this mixture. The internal standard mixture contained: LPG 17:1, LPA 17:0, PC 17:0/17:0, PS 17:0/17:0, PG 17:0/17:0, PA 17:0/17:0, LPI 13:0, LPS 13:0, Chol D6, DAG 17:0/17:0, TAG 17:0/17:0/17:0, Cer 18:1;2/17:0, SM 18:1;2/12:0, LPC 12:0, LPE 17:1, PE 17:0/17:0, CE 20:0, PI 16:0/16:0. Solution was mixed at 700 rpm, 15 min at 4 °C using a ThermoMixer C and then centrifugated at 3000 RCF for 5 min. 100 μl of the organic phase was transferred to a 96-well plate, and dried in a speed vacuum concentrator. Lipid extract was reconstituted in 40 μl of 7.5 mM ammonium acetate in chloroform/methanol/propanol (1:2:4, V/V/V). All liquid handling steps were performed using Hamilton STAR robotic platform.

For MS data acquisition**, s**amples were analyzed by direct infusion in a QExactive mass spectrometer (Thermo Fisher Scientific) equipped with a TriVersa NanoMate ion source (Advion Biosciences). Samples were acquired in both polarity modes in a single acquisition at R_m/z=200_ = 140000. All data was analyzed with in-house developed lipid identification software based on LipidXplorer. Data post-processing and normalization were performed on an in-house developed R based package.

### mRNA and lipid rhythmicity analysis

In order to assess rhythmicity, we used harmonic regression with a focus on 24 hours periodicity. We performed mutilinear regression on log transform values:

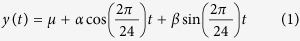

with:

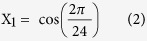

and

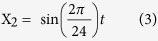

the explanatory variables, y the dependent variable, μ the mean of the data while a and b are respectively the coefficient of cosine and sine function with a period of 24 hours. All relevant quantities as peak-through amplitude, relative amplitude, and tangent of the phase can be calculated explicitly. Statistical significance against the null hypothesis H_0_ that a = 0 and b = 0 is achieved by F-test for linear regression. We corrected the p-value for False Discovery Rate (FDR) using Benjamini–Hochberg method^73^. For lipid analyses, for each sample the data were normalized by their respective tissue mass. Lipids species with more than ten null values were discarded. Null values were considered as missing time points for the multilinear regression.

### Cosinor analysis of rhythmic parameters

The rhythmic characteristics of the expression of each gene or protein were assessed by a Cosinor analysis^74^. This method characterizes a rhythm by the parameters of the fitted cosine function best approximating the data. A period of 24 h was a priori considered. The rhythm characteristics estimated by this linear least squares method include the mesor (rhythm-adjusted mean), the double amplitude (difference between minimum and maximum of fitted cosine function), and the acrophase (time of maximum in fitted cosine function). A rhythm was detected if the null hypothesis was rejected with *P *< 0.05. In such a case, the 95% confidence limits of each parameter were computed. The Cosinor 2.3 software used in this study has been elaborated by the Circadian Rhythm Laboratory at University of South Carolina and is freely available at this address: http://www.circadian.org/softwar.html.

## Additional Information

**How to cite this article**: Jouffe, C. *et al.* Perturbed rhythmic activation of signaling pathways in mice deficient for Sterol Carrier Protein 2-dependent diurnal lipid transport and metabolism. *Sci. Rep.* **6**, 24631; doi: 10.1038/srep24631 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Figures and Tables

**Figure 1:**
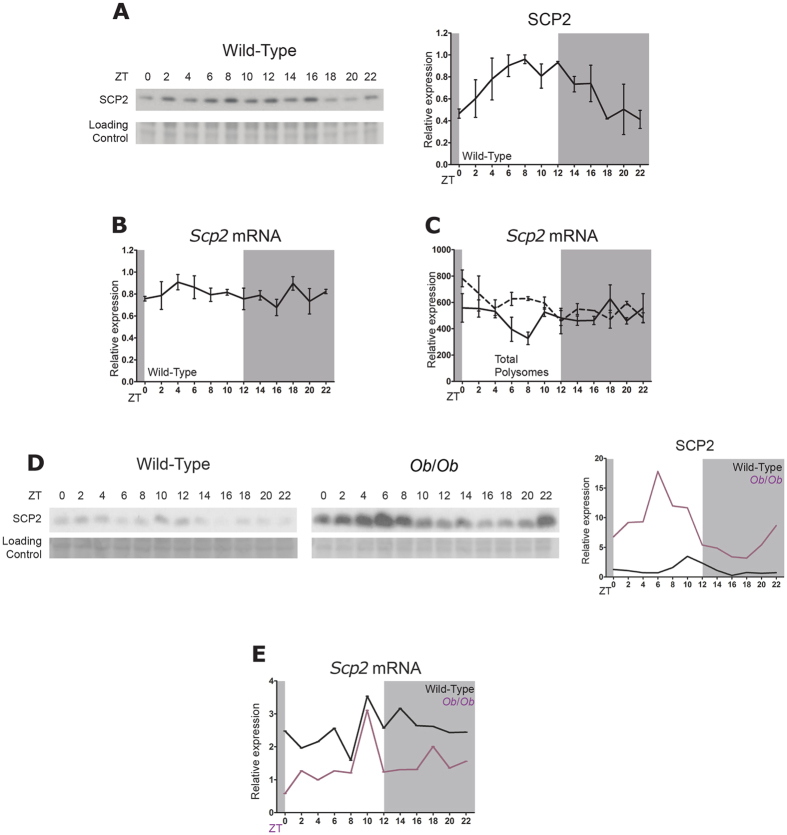
Diurnal accumulation of Sterol Carrier Protein 2. The Zeitgeber Times (ZT), with ZT0: lights on, ZT12: lights off, at which the animals were sacrificed, are indicated on each panel. Night time restricted feeding (NF) or *ad libitum* feeding (AL) conditions are indicated in each individual cases. For all the panels, data for each time point are Mean ± SEM obtained from three independent animals. (**A,D**) Temporal accumulation of SCP2 in WT (NF) (**A**), *Ob/Ob* (AL) (**D**, purple line) and control (AL) (**D**, black line) mouse liver. Representative Western blots were realized on total liver extracts. Naphtol blue black staining of the membranes was used as a loading control. Each graph corresponds to the mean densitometric values of the associated western blots, normalized to the loading control. (**B,E**) Temporal mRNA accumulation of *Scp2* mRNA in WT (NF) (**B**), *Ob/Ob* (AL) (**E**, purple line) and control (AL) (**E**, black line) mouse liver. (**C**) Temporal localization of *Scp2* mRNA in the polysomal fraction of WT mouse liver (AL). Data are extracted from^7^.

**Figure 2:**
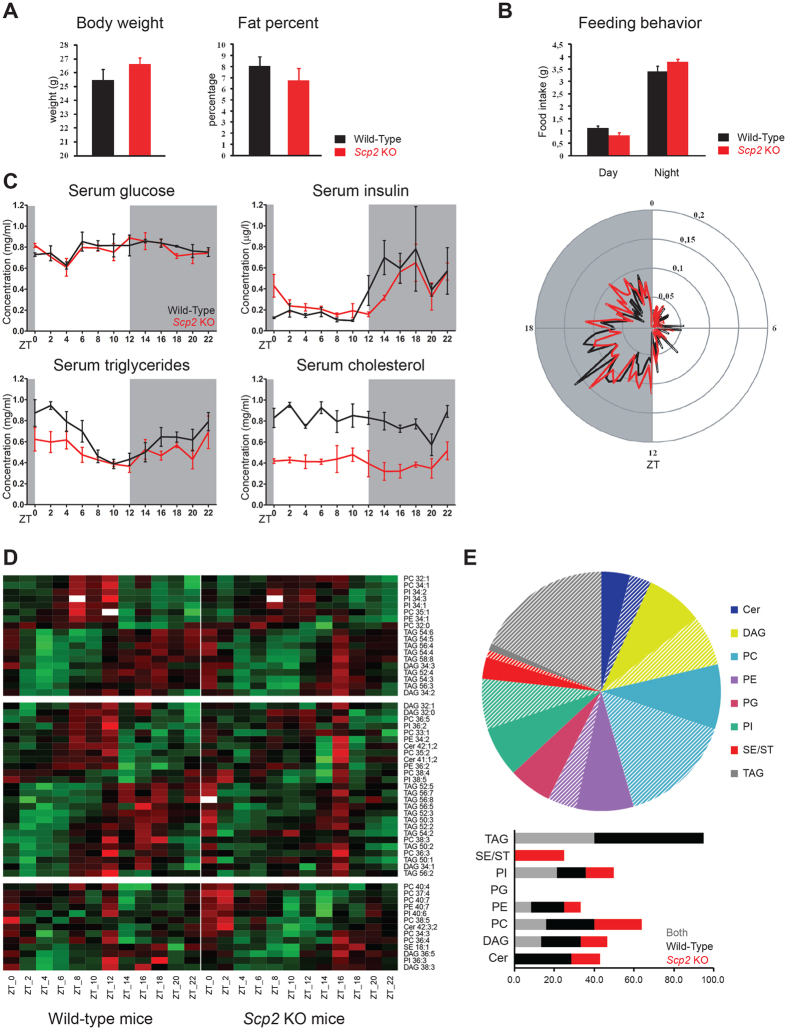
Perturbed metabolism in *Scp2* KO mice. The Zeitgeber Time (ZT) at which the animals were sacrificed is indicated on each panel. (**A**) Body weight (left panel) and fat percentage (right panel) measurements in *Scp2* KO (red lines) and WT (black lines) mouse at ZT3 (AL). Data are Mean ± SEM obtained from five independent animals. (**B**) The amount of food consumed during the light and dark phases is represented in the upper graph and the radar plot (lower panel) shows the diurnal food consumption of the *Scp2* KO (red lines) and WT (black lines) mouse fed AL for five days. Data are Mean ± SEM obtained from five independent animals. (**C**) Temporal serum concentration of glucose, insulin, triglycerides, and cholesterol in *Scp2* KO (red lines) and WT (black lines) mouse (NF). Data are Mean ± SEM obtained from three independent animals. (**D**) Heatmap of the abundance of lipid species in *Scp2* KO (right panels) and WT (left panels) liver (NF). First panel represents lipid species rhythmic in both animals, the second panel species rhythmic only in WT, and the last panel lipid rhythmic only in KO. Standardized relative abundance of each species is indicated in red (high) and green (low). Data are Mean obtained from two independent animals. (**E**) Upper panel: Pie chart representing for each lipid family the proportion of species that are cycling (hatching-colored) and non-cycling (full-colored) in at least one condition (WT, KO, or both). Lower panel: Proportions of cycling lipid species in *Scp2* KO (red), WT (black), or both (grey) mouse liver.

**Figure 3:**
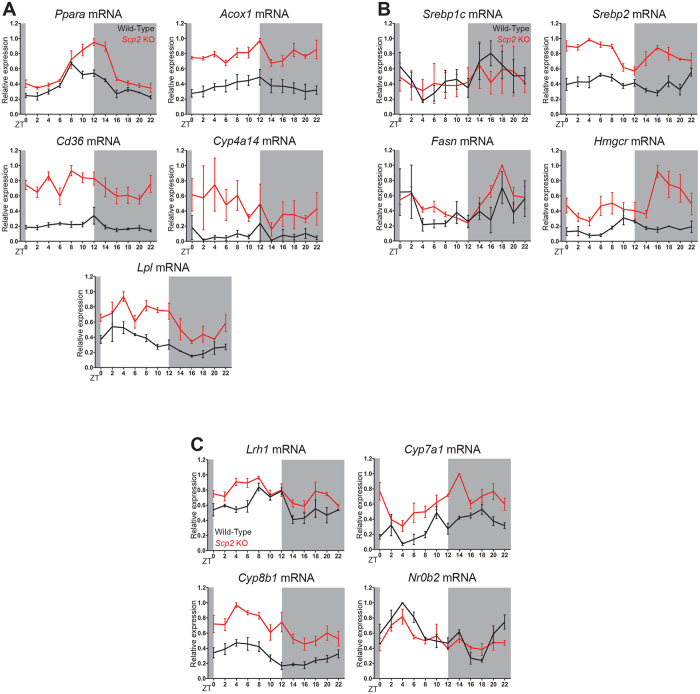
Alteration of the activation of lipids regulated pathways in *Scp2* KO mice. The Zeitgeber Times (ZT) at which the animals were sacrificed are indicated on each panel. All the experiments have been conducted under NF conditions. For all the panels, data for each time point are Mean ± SEM obtained from three independent animals. (**A**) Temporal mRNA expression of *Pparα* and its regulated genes *Acox1*, *Cd36, Cyp4a14* and *Lpl* in *Scp2* KO (red line) and WT (black line) mouse liver. (**B**) Temporal mRNA expression of *Srebp1c* and *Srebp2*, and their regulated genes *Fasn* and *Hmgcr* in *Scp2* KO (red line) and WT (black line) mouse liver. (**C**) Temporal mRNA expression of *Lrh1* and its regulated genes *Cyp7a1*, *Cyp8b1* and *Nr0b2* in *Scp2* KO (red line) and WT (black line) mouse liver.

**Figure 4:**
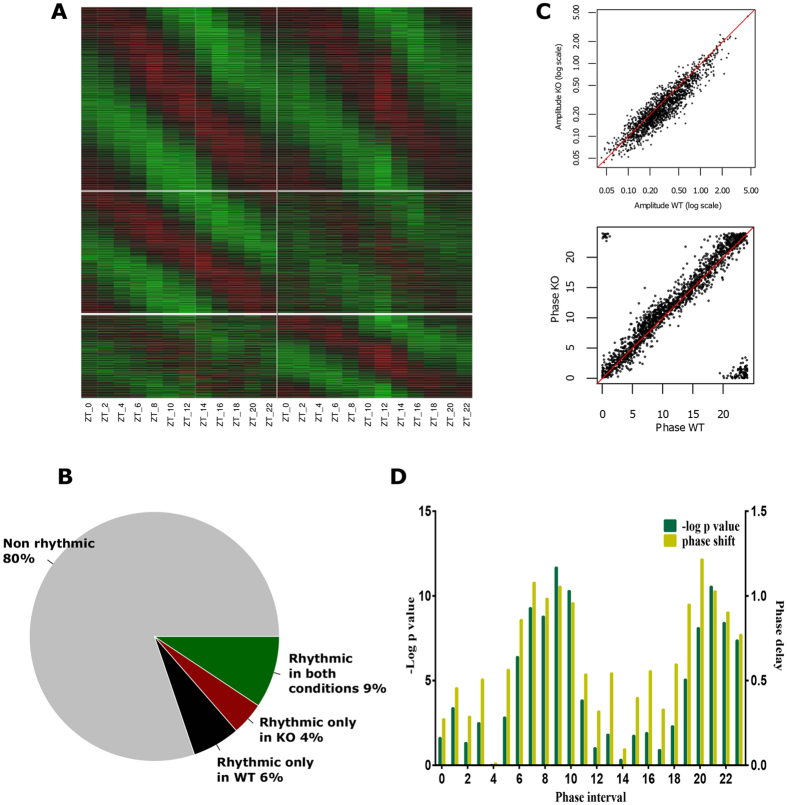
Consequence of *Scp2* deletion on rhythmic liver transcriptome. The Zeitgeber Time (ZT) at which the animals were sacrificed is indicated on each panel. All the experiments have been conducted under NF conditions. (**A**) Heatmap of the cycling and non-cycling genes in *Scp2* KO (right panels) and WT mouse (left panels) liver. First panel represents mRNA probes rhythmic in both animals, the second panel probes rhythmic only in WT, and the last panel probes rhythmic only in KO. Standardized relative expression is indicated in red (high) and green (low). Data are Mean obtained from three independent animals. (**B**) Pie chart representing the proportions of non-cycling (grey) and cycling mRNA probes in *Scp2* KO (red), WT (black), or both (green) mouse liver. (**C**) Scatter plots representing the distribution of amplitudes (upper panel) and phases (lower panel) of rhythmic probes in *Scp2* KO and WT mouse liver. (**D**) Representation of phase delay (hours) of rhythmic mRNA probes observed in *Scp2* KO mouse liver compared to WT (yellow, right y axis) and their significance represented by the -Log of the t-test p-value of the hourly phase distribution of each probes between WT and KO mice (green, left axis).

**Figure 5:**
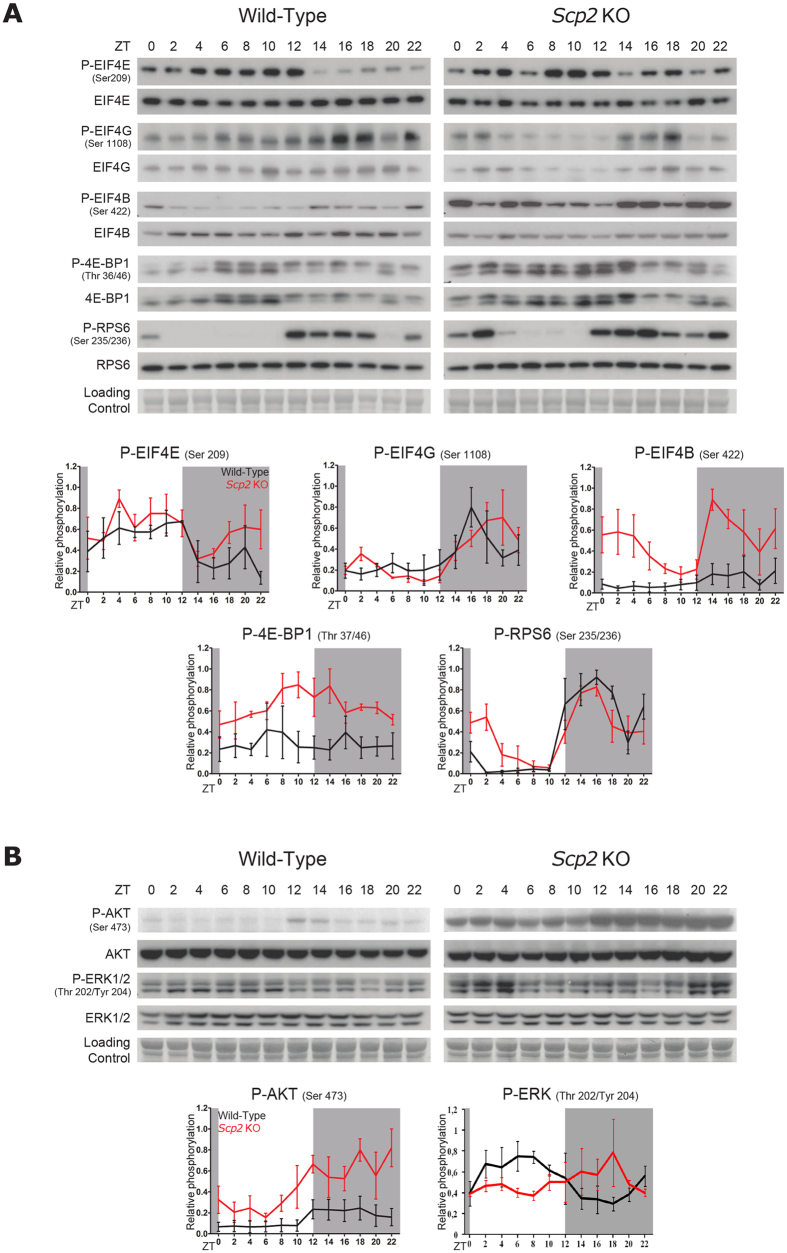
Rhythmic activation of signaling pathways in *Scp2* KO mice. The Zeitgeber Times (ZT) at which the animals were sacrificed are indicated on each panel. All the experiments have been conducted under NF conditions. For all the panels, data for each time point are Mean ± SEM obtained from three independent animals. (**A**) Temporal protein accumulation and phosphorylation of translation initiation factors in *Scp2* KO (right panel) and WT (left panel) mouse liver. Representative Western blots were realized on total liver extracts. Naphtol blue black staining of the membranes was used as a loading control. Each graph corresponds to the mean densitometric values of the associated western blots, normalized to the loading control. (**B**) Temporal protein accumulation and phosphorylation of representative proteins of key signaling pathways involved in the regulation of translation initiation in *Scp2* KO (left panel) and WT (right panel) mouse liver. Representative Western blots were realized on total liver extracts. Naphtol blue black staining of the membranes was used as a loading control. Each graph corresponds to the mean densitometric values of the associated western blots, normalized to the loading control.

**Figure 6:**
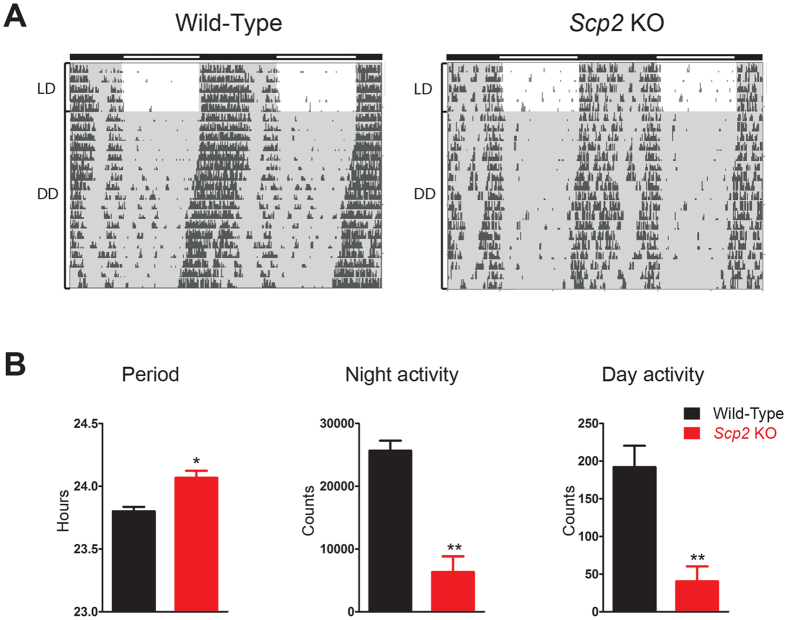
Influence of *Scp2* deletion on the circadian activity. (**A**) Representative circadian locomotor activity (running-wheel) of *Scp2* KO (right panel) and WT (left panel) mice under AL feeding. (**B**) Bar charts representing the free running period (left panel), the night activity (middle panel), and the day activity (right panel) of *Scp2* KO (red bars) and WT mice (black bars). Data are Mean obtained from six independent animals.

**Figure 7:**
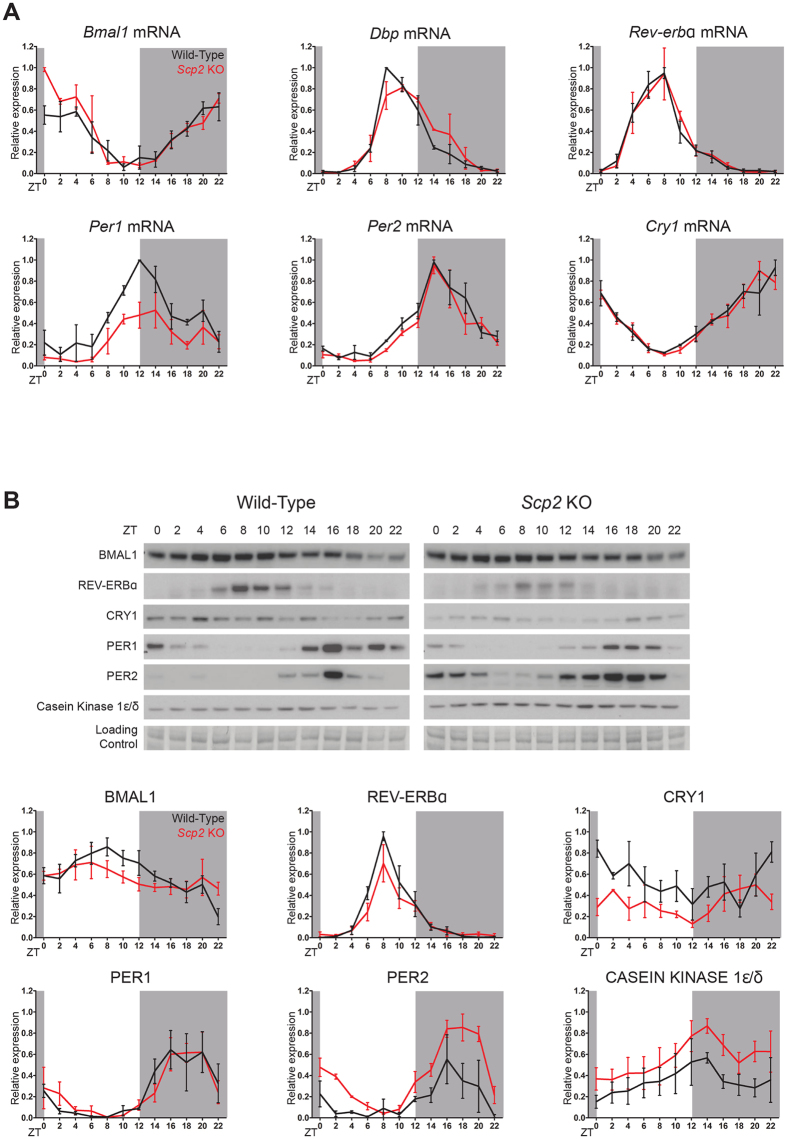
Influence of *Scp2* deletion on the circadian clock. The Zeitgeber Times (ZT) at which the animals were sacrificed are indicated on each panel. All the experiments have been conducted under NF conditions. For all the panels, data for each time point are Mean ± SEM obtained from three independent animals. (**A**) Temporal mRNA accumulation of *Bmal1*, *Dbp*, *Rev-erbα*, *Per1*, *Per2,* and *Cry1* in *Scp2* KO (red line) and WT (black line) mouse liver. (**B**) Temporal protein accumulation of BMAL1, REV-ERBα, CRY1, PER1, PER2 and CK1ε/δ in *Scp2* KO (right panel) and WT (left panel) mouse liver. Representative Western blots were realized on nuclear liver extracts. Naphtol blue black staining of the membranes was used as a loading control. Each graph corresponds to the mean densitometric values of the associated western blots, normalized to the loading control.

How the deposited data were processed for this re-analysis (not part of the article)

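Total liver RNA of 72 mice, 36 WT and 36 *Scp2* KO, was measured on Illumina mouse BeadChip arrays at 12 time points. The sources used here (the article, its Tables S1 to S3 and the labels of the deposited samples) do not give the settings of the scanner software or of the Partek software, nor their versions, and the chips and positions of the arrays are not given. The authors deposited 2 kinds of values. The first, as the authors deposited it, is the intensity of each probe as the average signal (the name in Table S3), with no normalization, no subtraction of background and no detection p-values. The second is a table of log2 values that the authors deposited as normalized. Each of its 72 columns has the same ranks as 1 column of signals with the same genotype and ZT, and all have a median of 6.69, the distribution that quantile normalization of the log2 signals without background correction gives. Table S1 of the paper, the first part of Table S3 (WT values and part of the KO values) and the figures had been seen when the tests were chosen.

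The signals were corrected with the normexp method of limma 3.58.1 (offset 50) in R 4.3.3 with data.table 1.17.8, quantile normalized and taken as log2. Probes without a gene name were left out, and the probe with the highest mean over all arrays stood for its gene. At least the dimmest 25% of the probes lie close to the background, where a change of the mRNA moves the value little, so that differences of dim genes are underestimated. Genotypes were compared with limma (moderated t-test, all 36 arrays per genotype, no term for time), and at each ZT with limma contrasts in a model of 24 groups with 3 arrays each. Rhythms were tested with an F-test of a cosine and a sine of 24 h per genotype, and the difference in rhythm with the limma F-test of their interaction with genotype. Every p of a gene or a list was adjusted with the Benjamini-Hochberg method unless it is given as unadjusted. The standard errors of amplitudes and acrophases come from the regression, and a delay is the acrophase in KO minus that in WT on the circle of 24 h. Sets of 12 arrays with 1 set name from the authors' columns were fitted on their own to describe the spread. Fixed gene lists of pathways, clock targets, neighbours of *Scp2*, strain differences and cell types were tested with camera of limma, with a preset correlation of 0.01 between genes, again with an estimated one, and with fry. Cell type lists describe shifts in bulk RNA only. Tests were tried on simulated data.

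The genes to name were set by a rule. It takes every gene the paper names that the array measures, the 10 largest rises and the 10 largest falls among genes past the threshold with 1 sign at all 12 ZT, up to 4 genes per list with the largest difference past the threshold, and, among genes whose rhythm differs, up to 5 with the largest loss, gain, delay and advance. The alternatives were the authors' deposited values, no background correction, median scaling in place of quantile normalization, a filter on dim probes (13078 genes kept), all probes, thresholds of 0.01 and 0.1, ZT as a factor, the sets as a random block, the mean of 3 animals per ZT, a moderated F-test, the linear scale, paired tests across genes, and leaving out each set in turn. Chance was tested with 100 regroupings of the arrays within each ZT and with the 10 ways to split 6 whole sets. Lipid measurements, protein blots, activity records and RT-PCR are not among the deposited data. *Pnpla3*, *Eif4g1* and *Npc1*, and some other items, are not reported here.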

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

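The regroupings of the count of differing genes, the splits of whole sets for the rhythm count, the tests on genes near *Scp2*, on genes without overlap on other chromosomes and on the count at ZT12 were chosen after the result was seen.

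The largest differences between KO and WT include genes near *Scp2*. With no overlap between the 36 WT and the 36 KO arrays 17 genes stand out, *Scp2* itself and others that the paper does not discuss (a chance share of 4.52e-21 per gene for 36 against 36 arrays). On chromosome 4 these are *Scp2*, *Bsdc1* (-1.19), *Mtap*, *Hyi* (1.37) and *Cyp4a12b*, and elsewhere *Wfdc2*, *Mrps17*, *Twistnb*, *Irf5*, *Trappc12*, *Entpd5*, *Vps33a*, *Fitm1*, *Aldh3a2*, *Them7*, *Susd4* and *Hsd17b7*. Among the 100 measured genes on each side of *Scp2* in the GRCm38.p6 assembly 3 of 200 had no overlap against 12 of 15615 on other chromosomes (Fisher's exact p = 8.10e-04), and 36 of 200 (18%) passed the limma test against 1890 of 15615 (12.1%, Fisher's exact p = 0.0161), as a segment of chromosome 4 carried along with the *Scp2* allele could give. The 12 genes on other chromosomes do not lie on such a segment, nor do most PPARα targets, whose median without the members on chromosome 4 was 0.28. They cannot have come along with it, but whether genes of the segment act on them was not tested. The KO was backcrossed, so that a strain difference elsewhere in the genome could also give such differences in the 12 genes. This was not tested for the 12 genes, none of which is in the list of substrain genes. A biological effect on the neighbours was not tested either.

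An array of a WT mouse at ZT12 lies far from the others. Its *Lcn2* was at 13.97 against at most 9.56 in the other arrays, *Saa1* at 10.92 against 8.55, *Orm2* at 14.03 against 11.02 and *S100a8* at 11.78 against 7.14, and a response to inflammation in this 1 animal is a possible explanation that other data would have to test. Without it, the count of genes differing at ZT12 was 113 in place of 298, with 114 to 200 at the other time points, as a single WT animal behind the high count at ZT12 would give. That fit has fewer WT arrays at ZT12 than at the other time points, which lowers a count by itself, so that the fall does not settle this. The array does not account for the lower acute phase genes in KO (median -0.12 over 26 genes, camera, adjusted p = 7.80e-05, adjusted p = 0.208 with an estimated correlation), since 9 members were lower with it and 9 without it, although the median without it was -0.055.

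The rhythm of 21 genes differed between the genotypes by the interaction test. It differed for *Ndrg1* (adjusted p = 4.71e-05), *Rnf144a* (adjusted p = 0.00139) and *Noct* (adjusted p = 0.00197). In 100 regroupings within each ZT chance can be excluded for the count only as a grouping of single arrays (21 genes against at most 0, as large in 1 of 100, the real one included), since they break up the sets of 12 arrays. The 10 splits of whole sets are too few for a share under 0.05 (21 genes against at most 1). The count lies between 1 (without WT set 9) and 21 when 1 set is left out, is 0 with the mean of 3 animals per ZT and rises to 37 without the ZT12 array.

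Other signals in genes the paper does not discuss are given as values. *Hamp2* had a log2 difference of -2.54 and *Moxd1* of 2.02. The median log2 difference was 0.23 for mitochondrial β-oxidation and ketogenesis, -0.11 for markers of liver endothelial cells, -0.15 for those of periportal hepatocytes and -0.061 for the interferon response.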

How the results depend on the processing

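The replicate block with the deposited values, the fit without the ZT12 array of WT set 6 and the PPARα list without chromosome 4 were chosen after the result was seen. Direction and side of the threshold held under every alternative run for the PPARα targets (0.28 to 0.44), cholesterol synthesis (0.52 to 0.65), the LRH-1, unfolded protein response and core clock lists, and the count of differing genes stayed within 1440 and 2554. The delay lay between 16.9 and 47.1 min, under the spread between the sets from the main value each time. The authors' deposited values, no background correction, the filter on dim probes (3515 genes out), all probes, a threshold of 0.1, ZT as a factor, the sets as a random block, the moderated F-test, the linear scale and the paired tests across genes (t-test for the delay, p = 7.19e-75) kept the shifts of the lists just named, of fatty acid synthesis and of LXR targets on their side of the threshold where run, the counts of genes within 1.5 times and the amplitude and delay within the spread of the sets. Shifts of other lists crossed it: with the filter on dim probes ribosomal proteins (adjusted p = 0.0444), neighbours of *Scp2* and lymphocytes passed and pericentral hepatocytes did not, and with ZT as a factor glucocorticoid targets passed.

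With median scaling, a shift of each array's median, the LXR targets had a median of -0.0030 (adjusted p = 0.0343, and 0.00583 to 0.0600 over the alternatives), the differences summed over the 12 ZT fell from 1718 to 582, rhythmic genes were 1293 in KO, 932 in both and 361 in KO only, and 4 differed in rhythm. At an adjusted p under 0.01 they were 1495, 1029 and 466, and 4 differed in rhythm, since the threshold is stricter. With the mean of 3 animals per ZT they were 1585 in WT, 762 in KO, 488 in both and 274 in KO only, the amplitude changed by -11.3%, and 0 differed in rhythm, in a test with fewer values. Without the ZT12 array of WT set 6, 37 differed in rhythm. The cause was not tested except where the setting shows it.

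Leaving out 1 set of 12 arrays at a time (set names from the authors' columns) gave 0.023 to 0.12 for fatty acid synthesis (not past the threshold without KO set 5 or WT set 6), 0.014 to 0.028 for LXR targets (not past it without KO set 4), and 922 to 1857 differences by time (922, 924 and 1111 without KO sets 4, 5 and 6). The 12 h rhythm passed for 2 to 6 genes in WT (2 without WT set 9 or 10). Rhythmic genes were 1572 to 2628 in WT (1572 and 1681 without WT sets 9 and 10), 1200 to 2273 in KO (1200 and 1313 without KO sets 4 and 5), 930 to 1342 in both (930 and 998 without these), 451 to 1698 in WT only (1698 and 1630 without KO sets 4 and 5, 525 and 451 without WT sets 10 and 9) and 270 to 1152 in KO only (270 and 315, and 1117 and 1152). The amplitude changed by -22.1% to -4.79%, with -4.79%, -7.69% and -10.8% without KO sets 4, 5 and 6 and -22.1%, -19.6% and -20.7% without WT sets 10, 6 and 9. From 1 to 21 genes differed in rhythm (4, 2 and 7 without KO sets 4, 5 and 6, 13 and 1 without WT sets 10 and 9). Fewer arrays pass fewer genes, and beyond this the cause was not tested.

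The genotypes share replicate numbers 1 to 3, which were blocked with the deposited values: 2058 genes differed. Over 36 pairs of arrays the mean correlation was 0.134 (-0.138 to 0.372), against -0.0670 for different numbers, 22 were over 0.1, and 46 of 72 arrays correlated best with their own number, where chance gives 24. This points to a structure shared by arrays of 1 number, which pairs at or below 0.1 do not exclude. The arrays were still not taken as paired, and the comparisons of sets treat those of WT and KO as unmatched. A chip block was not run because no chips are given. Of 1533 tests of single genes and other lists under the alternatives 1503 kept their side, 17 fell below the threshold and 13 passed it, and of 1152 with a set left out 1082, 53 and 17. Of the delays of single genes, 161 of 162 and 98 of 108 with a set left out moved less than the standard error of that gene's delay. A change of sign was not counted where the delay itself lay within its error. Signal over background limits dim genes such as *Cry1*, *Cd36* and *Nr0b2*, for which no change cannot be told from a change below the background.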

Differences from the paper's values

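The settings named here were chosen before the deposited values were examined, but after Table S1, the first part of Table S3 and the figures had been seen. The paper's amplitude and delay lie within the spread of the sets from those found here, and its shares of rhythmic mRNA, which are of probes in Fig. 4B and of genes here, within 1.5 times. Table S1 of the paper gives an acrophase in both genotypes for 16 genes that are rhythmic in both on the arrays. Of these 15 are delayed in KO in Table S1 and 14 on the arrays, 13 in both, with medians of 50.7 min (the paper's) and 29.1 min. The paper cites Table S1 beside Fig. 7A and describes RT-PCR for liver RNA, so that the table appears to hold another assay, and whether the livers are those of the arrays is not given. A pair counts as differing where the signs differ or the gap exceeds 1 standard error of the array delay, which holds for 8 of them, and the gap exceeds 2 standard errors for *Abcg8* and *Eif4a2* only. For *Ppara* it is 1.07 standard errors, which does not tell the values apart. For *Abcg8* the paper's delay is 151.2 min and the arrays give 49.4 min, for *Eif4a2* the paper's is -46.8 min and the arrays give 149 min, and for *Srebf1* the paper's is 0.6 min and the arrays give -97.0 min, and these differ under all 13 alternatives. For *Dbp* (the paper's 52.8 min, 25.4 min here) the values do not differ with the mean of 3 animals per ZT, the linear scale (37.5 min), and without KO set 4 (49.1 min), KO set 5 (34.7 min) or WT set 10 (30.5 min). For *Lpl* (the paper's 109.2 min, 27.9 min here) they do not differ without KO set 4 (60.8 min) or WT set 9 (60.3 min), and for *Mlxipl* (the paper's 37.2 min, -52.3 min here) only without WT set 10 (10.7 min). For *Per1* (the paper's 48.6 min, 8.72 min here) they do not differ with median scaling (15.8 min), the mean of 3 animals per ZT, the linear scale (15.2 min), and without KO set 5 (31.2 min) or WT set 9 (14.4 min). For *Ppara* (the paper's 72 min, 13.3 min here) they do not differ with median scaling (39.4 min), the mean of 3 animals per ZT, and without KO set 4 (50.1 min) or WT set 9 (37.5 min). Under the other alternatives they differ. In Table S1 the KO amplitude of *Lpl* exceeds its mean level many times, which an amplitude cannot do, and *Tef* has no mean level or acrophase in KO.

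For some levels the paper describes a change that the arrays do not call. It describes *Ppara*, *Cd36*, *Fasn*, *Arntl*, *Clock* and *Tef* mRNA as higher in KO. The arrays give log2 differences of 0.040 for *Ppara* (adjusted p = 0.765, 0.441 to 0.964 over the alternatives), -0.011 for *Cd36* (a dim probe), 0.054 for *Fasn* (adjusted p = 0.285, 0.0760 to 0.812 over the alternatives), -0.018 for *Arntl*, 0.090 for *Clock* (lowest adjusted p of the alternatives 0.0782) and -0.013 for *Tef*, and no setting calls any of the 6. *Ppara*, *Fasn* and *Clock* thus lie in the paper's direction, the others close to 0 below it, and a p that misses the threshold does not show equal levels. The probe of *Fasn* reads low, near that of *Cd36*, so that its difference may be underestimated. The paper gives *Nr5a2* among genes that are higher in KO or of lower amplitude, and the arrays give -0.19 and no rhythm. It describes a strong fall of *Per1*, for which the arrays give the same direction at -0.15, called only with ZT as a factor (adjusted p = 0.0124). The paper places the longest delays at ZT7-10 and ZT22-23, and in bins of 1 h the arrays give 51.2, 66.7, 72.3 and 69.3 min from ZT7 to ZT10, which are among the longest, 40.9 and 35.8 min at ZT22 and ZT23, and 78.6 and 78.2 min at ZT19 and ZT20. *Cyp4a14*, *Lpl* and *Srebf2* were higher in KO in both. *Cyp7a1* and *Cyp8b1*, which the paper gives beside *Nr5a2*, were higher on the arrays.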

Other observations

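Tests chosen after the result was seen are those of a time offset common to all genes, also by set, which replaced a bootstrap test of core clock genes whose result was known, and of the count of differing genes, also over whole sets. Of lists of lipid handling given at no claim, which share some members with those above, genes of lipid droplets and lipid storage shifted up (6 higher and 1 lower of 21, median 0.10, adjusted p = 6.53e-07, 4.37e-04 with an estimated correlation, 8 and 1 adjusted over the list alone), with *Plin2*, which coats the droplets and is also a PPARα target, at 0.44 and *Fitm1* at 0.78, and a few of the other lipid transfer proteins were higher (5 higher and 0 lower of 27, median 0.022, adjusted p = 0.00695, 0.0128 with an estimated correlation, 5 and 1 adjusted over the list alone), with *Dbi*, which binds acyl-CoA, at 0.24. Of the male-predominant liver genes 7 were higher and 1 lower of 19 (median 0.093, adjusted p = 1.10e-07, 0.0240 with an estimated correlation), with *Cyp4a12a* at 1.19. That gene lies 42 measured genes from *Scp2* on chromosome 4. Without the ZT12 array of WT set 6 the list's median was 0.061, and it ran from 0.045 to 0.16 over the alternatives. In this part the list test is camera, and counts adjusted over the list alone are the same unless given. Camera tests a shift in 1 direction and says little about a list whose members go both ways. The mixed test of fry counts changes in either direction. Its unadjusted p was 4.98e-63 for the neighbours of *Scp2*, 3.48e-13 for CAR and PXR targets and 1.72e-14 for female-predominant genes, which are listed below without a shift. For glucocorticoid targets it was 0.755. *Scp2* itself, read by its probe with the highest mean, was not rhythmic in WT (F-test, adjusted p = 0.566). This probe still read 10.29 in KO, so that its signal may not come from intact *Scp2* mRNA alone. No rhythm is given here for the other probes of the gene.

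Other lists moved down. They are gluconeogenesis and glycogen (1 higher and 5 lower of 18, median -0.13, adjusted p = 0.00678, 0.0680 with an estimated correlation, 1 and 7 adjusted over the list alone), hepatocyte markers (1 higher and 6 lower of 14, median -0.072, adjusted p = 8.87e-04, 0.00459 with an estimated correlation, 2 and 6 adjusted over the list alone) with *Cps1* at -0.29, and acute phase genes (1 higher, *Saa4* at 0.51, and 9 lower of 26, 1 and 10 adjusted over the list alone, a shift lost with an estimated correlation at an adjusted p of 0.208). The rise of *Saa4* did not pass the limma test without KO set 6 (adjusted p = 0.194), WT set 6 (0.0938) or WT set 10 (0.124). With the settings used at the claims no shift passed the threshold for translation factors (4 higher and 1 lower of 22, median 0.0028, adjusted p = 0.410), ribosomal proteins (0 higher and 7 lower of 40, median -0.026, adjusted p = 0.0541), CAR and PXR targets (6 higher and 5 lower of 25, median 0.0014, adjusted p = 0.549, 7 and 5 adjusted over the list alone), NRF2 targets (5 higher and 1 lower of 17, median 0.0014, adjusted p = 0.202, 5 and 3 adjusted over the list alone), female-predominant genes (3 higher and 3 lower of 17, median 0.014, adjusted p = 0.330), glucocorticoid targets (0 higher and 2 lower of 17, median -0.10, adjusted p = 0.0675), heat shock genes (1 higher and 0 lower of 17, median 0.015, adjusted p = 0.618), immediate early genes (0 higher and 2 lower of 20, median -0.033, adjusted p = 0.148), cell cycle genes (0 higher and 2 lower of 19, median -0.015, adjusted p = 0.241), neighbours of *Scp2* (8 higher and 4 lower of 43, median 0.013, adjusted p = 0.0552, 9 and 5 adjusted over the list alone) and substrain genes (1 higher and 1 lower of 7, median -0.0050, adjusted p = 0.764). Nor did it for markers of Kupffer cells (0 higher and 0 lower of 14, median 0.067, adjusted p = 0.420), stellate cells (0 higher and 3 lower of 14, median -0.037, adjusted p = 0.0552), cholangiocytes (0 higher and 0 lower of 7, median -0.0077, adjusted p = 0.954), lymphocytes (0 higher and 2 lower of 12, median -0.022, adjusted p = 0.0919, 1 and 2 adjusted over the list alone), neutrophils (0 higher and 0 lower of 9, median -0.060, adjusted p = 0.330), red blood cells (0 higher and 0 lower of 5, median -0.036, adjusted p = 0.515), acinar cells (0 higher and 0 lower of 15, median -0.031, adjusted p = 0.512), adipocytes (0 higher and 0 lower of 7, median -0.0046, adjusted p = 0.954) and muscle (0 higher and 0 lower of 10, median -0.034, adjusted p = 0.454). Of these lists 8 pass under other settings: ribosomal proteins with median scaling, the filter on dim probes, the replicate block and without KO set 4 or WT set 9 or 10 (adjusted p from 5.73e-04 to 0.738 over the alternatives), glucocorticoid targets with ZT as a factor and without WT set 10 (0.00594 to 0.190), neighbours of *Scp2* with median scaling, the filter on dim probes, without KO set 5 or WT set 9 and without the ZT12 array of WT set 6 (0.0369 to 0.0975), lymphocytes with the filter on dim probes and without WT set 10 (0.0229 to 0.341), stellate cells without KO set 5 or WT set 6 (0.0233 to 0.122), Kupffer cells without WT set 6 or 9 (0.0379 to 0.554), cell cycle genes without WT set 9 (0.04995 to 0.506) and acinar cells without WT set 6 (0.0462 to 0.777, with a median of 0.045 there).

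The delay of KO was weighed against technical explanations. A time offset common to all genes cannot be told apart from the genotype. Genes peaking at ZT7-10 are delayed by 35.8 min more than the others, which such an offset would not give, but the sets of the genotypes overlap in this difference (a mean of 13.6 min, SD 24.7, over the KO sets and of -11.9 min, SD 12.4, over the WT sets), with KO set 4 below WT set 10, and it is largest in KO set 5. The core clock genes, tested first, had a median delay of 19.2 min, at percentile 24.0 of random lists. A bootstrap over these 12 genes gave a 95% interval of 7.70 to 33.4 min. The genes are not independent replicates, so that the interval leaves out the spread between animals and sets. A single KO set cannot be told apart from the genotype, since the delay was 16.9 min without KO set 6, 47.1 min without KO set 4 and 35.9 min without KO set 5. A biological delay is untested beyond these values.

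In 100 regroupings of single arrays within each ZT (the share includes the real one) chance can be excluded only as a grouping of single arrays. This holds for the count of differing genes (2043 against at most 1, as large in 1), PPARα targets (0.35 against 0.12, 1) and cholesterol synthesis (0.63 against 0.24, 1). The splits of whole sets were not run for these lists. The same limit to single arrays holds for the amplitude (-15.5% against 9.50%, 1), the delay (34.9 against -23.2 min, 1) and the longer delay at ZT7-10 (35.8 against -36.4 min, 3). The regroupings break up the sets of 12 arrays, which differ in phase. Against the fit of all arrays the amplitudes lay at 13.8%, 14.6% and 10.7% in the WT sets and at -6.44%, -3.46% and -0.997% in the KO sets. Their SD within a genotype was at most 2.73, which argues against chance differences between sets for the amplitude. The 10 splits of whole sets are too few for a share under 0.05 (delay 34.9 against -29.4 min, amplitude -15.5% against -7.03%, differing genes 2043 against 27 to 348, as large in 1 each). For the count of differing genes other values argue against chance differences between sets. Arrays of 1 set had a consensus correlation of 0.0177 with genotype and ZT fitted. With the sets as a random block the count stayed within 1.5 times. Chance cannot be excluded for the longer delay at ZT22-23 (9.24 against -47.2 min, 63). The regroupings decide nothing for lists whose median lies near 0 over members that go both ways, which are fatty acid synthesis (0.068 against -0.062, 1), LRH-1 targets (0.030 against -0.035, 3), LXR targets (0.020 against 0.042, 19), the unfolded protein response (-0.013 against 0.060, 43) and the core clock (-0.016 against -0.021, 8).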
